# Prokineticin receptor-1-dependent paracrine and autocrine pathways control cardiac tcf21^+^ fibroblast progenitor cell transformation into adipocytes and vascular cells

**DOI:** 10.1038/s41598-017-13198-2

**Published:** 2017-10-16

**Authors:** Rehana Qureshi, Michel Kindo, Himanshu Arora, Mounia Boulberdaa, Marja Steenman, Canan G. Nebigil

## Abstract

Cardiac fat tissue volume and vascular dysfunction are strongly associated, accounting for overall body mass. Despite its pathophysiological significance, the origin and autocrine/paracrine pathways that regulate cardiac fat tissue and vascular network formation are unclear. We hypothesize that adipocytes and vasculogenic cells in adult mice hearts may share a common cardiac cells that could transform into adipocytes or vascular lineages, depending on the paracrine and autocrine stimuli. In this study utilizing transgenic mice overexpressing prokineticin receptor (PKR1) in cardiomyocytes, and tcf21ERT-cre^TM^-derived cardiac fibroblast progenitor (CFP)-specific PKR1 knockout mice (PKR1^*tcf*−/−^), as well as FACS-isolated CFPs, we showed that adipogenesis and vasculogenesis share a common CFPs originating from the tcf21^+^ epithelial lineage. We found that prokineticin-2 is a cardiomyocyte secretome that controls CFP transformation into adipocytes and vasculogenic cells *in vivo* and *in vitro*. Upon HFD exposure, PKR1^*tcf*−/−^ mice displayed excessive fat deposition in the atrioventricular groove, perivascular area, and pericardium, which was accompanied by an impaired vascular network and cardiac dysfunction. This study contributes to the cardio-obesity field by demonstrating that PKR1 via autocrine/paracrine pathways controls CFP–vasculogenic- and CFP-adipocyte-transformation in adult heart. Our study may open up new possibilities for the treatment of metabolic cardiac diseases and atherosclerosis.

## Introduction

Cardiac fibroblast and progenitors (CFPs) derived from epicardium and endothelium respond to a wide range of different stimuli, including hypoxia as well as chemical, mechanical, and electrical signals, during cardiac development and disease^1^. The majority of CFPs derived from epicardium expresses the basic helix-loop-helix (bHLH) transcription factor tcf21 (pod1/epicardin/capsulin), which is similar to Wt1 and Tbx18, in the developing embryonic heart. However, tcf21 continues to be expressed within resting CFPs in the adult heart^2^, which represent the primary progenitor pool in the adult heart^3,4^. Tcf21-expressing cells populate areas of the epicardium or the perivascular or interstitial areas, depending on the injury type^5^. The activated CFPs might have reparative functions after environmental changes. Whether cardiac tcf21^+^ CFPs undergo adipocyte or vascular-transformations in the adult heart depending on the stimuli and different environmental contexts has not yet been studied. Hence, cardiomyocyte-derived paracrine pathways that regulate the differentiation of CFPs remain to be studied.

Prokineticin-2 is an anorexigenic and angiogenic hormone that acts through two G protein-coupled receptors, prokineticin receptor (PKR) 1 and PKR2^6^. The absence of PKR1 in adipose tissue causes an increase in adipose tissue mass, leading to obesity^7^. Prokineticin-2/PKR1 signaling inhibits the differentiation of adipocyte progenitor cells into adipocytes. It also promotes epithelial-to-mesenchymal transition (EMT) in the epicardial Wt1^+^lineage during the development of coronary vasculature and growth of the ventricular wall^8^. Prokineticin-2, via PKR1, induces the differentiation of adult epicardial explant cultures into endothelial and vascular cells^9^. A transgenic mouse model in which PKR1 is overexpressed in the cardiomyocytes (TG-PKR1) has shown that PKR1 signaling upregulates the expression of its own ligand, prokineticin-2, as a secretome, inducing the proliferation and differentiation of epicardial progenitor cells (EPDCs), thereby promoting neovascularization^9^.

Here, we examined whether PKR1-dependent cardiomyocyte signaling is involved in a novel biological event. We utilized transgenic mice overexpressing PKR1 under the regulation of cardiomyocyte-specific alpha myosin heavy chain (αMHC) (TG-PKR1) and an *in vitro* cardiac cell system. To study whether adipocytes and vasculogenic cells share common epicardial-derived CFPs, we generated CFP-specific PKR1 knockout mice (PKR1^*tcf*−/−^) utilizing the conditional tcf21 cre^Tomato^-driver mice and isolated Tomato/tcf21-positive CFPs by fluorescence-activated cell sorting (FACS). We identified a novel role for PKR1 signaling in regulating cardiac fat tissue and vascular network development, suggesting that defective PKR1 signaling in obesity could be a key contributor to metabolic cardiac diseases and atherosclerosis.

## Results

### TG-PKR1 hearts exhibit low levels of PPARγ gene expression

To explore novel cardiac events involved in signaling from cardiomyocytes to non-cardiomyocytes, we first performed microarray analyses to compare the gene expression profiles of the hearts from wild type (WT) and TG-PKR1 mice; differential expression of PKR1-regulated genes was observed. 

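RNA from the hearts of 3 WT and 3 TG-PKR1 male mice, 12 weeks old, was labelled with 1 dye and hybridized to 6 Agilent arrays, 1 heart per array. The arrays carry short DNA probes, and the fluorescence of a spot measures the transcript bound to its probe. The authors deposited the scanner values of every array and a table of normalized log2 values. Each array held 43379 spots other than controls, for 41174 different probes. The number of probes well above background, by the scanner software's own test, was 19650 to 23570 (median 22222) in WT hearts and 21089 to 24920 (median 24427) in TG-PKR1 hearts. The hearts of each group are called replicates A, B and C, and the letters carry no pairing. No paired analysis was possible because the labels do not match WT to TG-PKR1 mice. The arrays of WT replicate A and TG replicates B and C had been scanned with an extended dynamic range, and the other 3 in a single scan. The 75th percentile of the spot signals, divided by the median local background, was 11.6, 11.4 and 14.1 on the arrays with the extended range. On the single-scan arrays it was 2.08 for WT replicate B, 3.97 for WT replicate C and 2.74 for TG replicate A. The 6 arrays lay on 5 slides, and 1 slide carried WT replicate B and TG replicate A. Here the log2 median signal of each spot, without background subtraction, was normalized by loess against the median profile of the 6 arrays. Spots marked as outliers by the scanner software were left out, the spots of a probe were averaged, and the 20000 probes with the highest median were kept. Groups were compared with limma, with Benjamini-Hochberg adjustment. With 3 hearts against 3, the smallest p that a two-sided exact permutation test can give is 0.1, and the number of arrays limits the precision of every value. Pearson correlations between arrays across probes, which are not independent replicates, were 0.975 to 0.987 within a group and 0.971 to 0.992 between groups. The probe of Prokr1, the gene of PKR1, lies on chromosome 6 of mm8 from 87544742 to 87544801. It was not among the 20000 probes and was well above background on 0 of 6 arrays. Its log2 difference of TG-PKR1 minus WT hearts was 0.09 (SE 0.08, limma p adjusted over all 41174 probes = 1.00), and it became -0.46 with scaling to the 75th percentile in place of loess. The arrays therefore gave no measure of Prokr1 expression, by which the genotypes could have been checked.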

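The 19955 probes with a value on every array were sorted into 10 clusters by the uncentered correlation of their median-centered log2 values, and the best of 50 random starts was kept. The clusters held 1070 to 3241 probes. In 1 of the 10 clusters, the mean of each TG-PKR1 heart lay below the mean of each WT heart. This cluster held 1070 probes of 1026 genes, 5.36% of the probes clustered. Its mean, relative to the probe medians, was 0.23, 0.12 and 0.17 in WT replicates A, B and C and -0.16, -0.12 and -0.41 in TG replicates A, B and C. The clusters describe the data, and no p belongs to them. The size of this cluster moved most when all probes other than controls were clustered in place of the 20000 brightest, to 4545 probes.

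**Figure D1:**
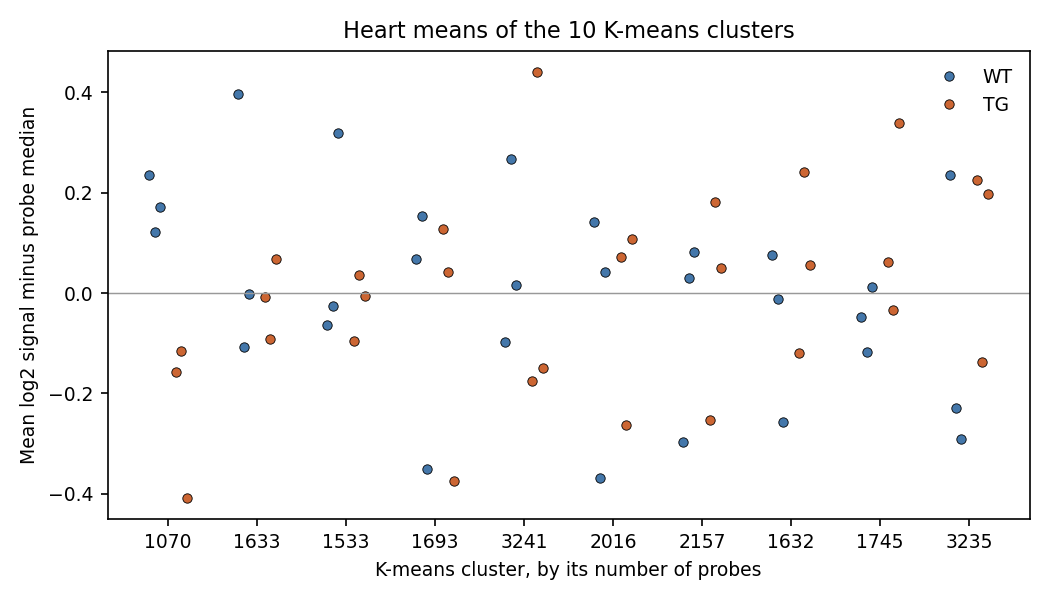
Mean log2 signal minus the probe median (vertical axis) of each heart in the 10 K-means clusters, which are named on the horizontal axis by their number of probes. Points are hearts (3 WT, 3 TG), and the WT and TG hearts do not overlap in the cluster of 1070 probes.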

K-means analysis identified one cluster of genes with differentially expressed levels between the two groups (Fig. 1A). 

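In the cluster that parted the groups, the mean of the TG-PKR1 hearts was below that of the WT hearts for 100% of the probes. The log2 difference of TG-PKR1 minus WT hearts ranged from -3.23 to -0.02, with a median of -0.26, and 78 probes fell by more than 1 log2 unit. In the deposited table of the authors, the cluster that parted the groups held 1391 probes, of which 98.8% were lower in TG-PKR1 hearts. Only 416 of them were among the 1070 probes of the cluster found here. A tree of the 6 hearts was built by average linkage on the uncentered correlation. Over the probes of this cluster, which were picked by group, the tree placed the 3 WT hearts on one side and the 3 TG-PKR1 hearts on the other. This separation was lost without WT replicate B, without WT replicate C and with 75th percentile scaling in place of loess. Over all 20000 probes, WT replicate A and TG replicates A and C lay on one side, and WT replicates B and C and TG replicate B on the other.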

The genes in this cluster were all expressed at lower levels in TG-PKR1 hearts compared to WT hearts, and hierarchical clustering separated the two groups (Fig. 1A). 

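Lists of lipid genes written by hand from general knowledge were compared with the 1026 genes of the K-means cluster that was lower in TG-PKR1 hearts. The background was the 14296 genes that could have entered a cluster. Each overlap was tested with a one-sided Fisher's exact test, adjusted over 18 lists by Benjamini-Hochberg, and the test treats genes as independent. Of 22 genes of fatty acid and triglyceride synthesis, 13 were in the cluster against 1.58 expected by chance (adjusted p = 6.06e-09). They included Acaca, Acly, Elovl6 and Fasn. Of 15 cholesterol synthesis genes, 3 were in the cluster (1.08 expected, adjusted p = 0.263). Of 17 genes of mitochondrial fatty acid oxidation, 2 were in it (1.22 expected, adjusted p = 0.894). Of 15 genes typical of adipocytes in general, 10 were in the cluster (adjusted p = 6.74e-08), and of 10 genes typical of brown adipocytes, 8 were (0.718 expected, adjusted p = 1.63e-07).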

Functional annotation analysis of this cluster using GoMiner showed a highly significant enrichment (FDR = 0%) of lipid-associated processes. 

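SAM (significance analysis of microarrays), applied here to the 20000 probes with all 20 assignments of the hearts, called 56 probes of 52 genes at an estimated false discovery rate of 0%. All 56 were lower in TG-PKR1 hearts, and 0 probes were called higher. The log2 difference of the called probes ranged from -3.23 to -0.87, with a median of -1.67. The number called lower fell most, to 13, with all probes other than controls in place of the 20000 brightest and without TG replicate B. Without TG replicate B, 3 probes were called higher. limma found 19 probes of 18 genes lower in TG-PKR1 hearts at an adjusted p under 0.05, and 0 higher. All 19 were also called by SAM. At an unadjusted p under 0.05 in limma, there were 475 probes, of which 143 were higher. The limma count fell to 0 without WT replicate A, WT replicate C, TG replicate A or TG replicate C, and to 8 without TG replicate B. The log2 values of the WT and TG-PKR1 hearts did not overlap for 1079 probes, 5.41% of those with all values, where chance gives 10%. They did not overlap for any of the 19 called probes. The 10 called probes with the largest falls were those of Ucp1, Elovl6, Fasn, Gys2, Prkar2b, Plin1, Pygl, Cidec, Gpd1 and Rbp4. Elovl6 fell by 2.86 on the log2 scale (SE 0.36, limma adjusted p = 0.0386). Fasn fell by 2.75 (SE 0.36, limma adjusted p = 0.0445), and Rbp4 fell by 1.96 (SE 0.19, limma adjusted p = 0.0339). Among probes higher in TG-PKR1 hearts, the 5 with the smallest p were those of Oxsr1, Asb2, Sbk1, Sesn1 and Brd3. Their log2 differences were 0.56 to 0.83, and their smallest limma adjusted p was 0.658.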

SAM analysis identified 46 probes (corresponding to 44 unique genes) with highly significant differences in gene expression between WT and TG-PKR1 hearts (FDR = 0%).

**Figure 1:**
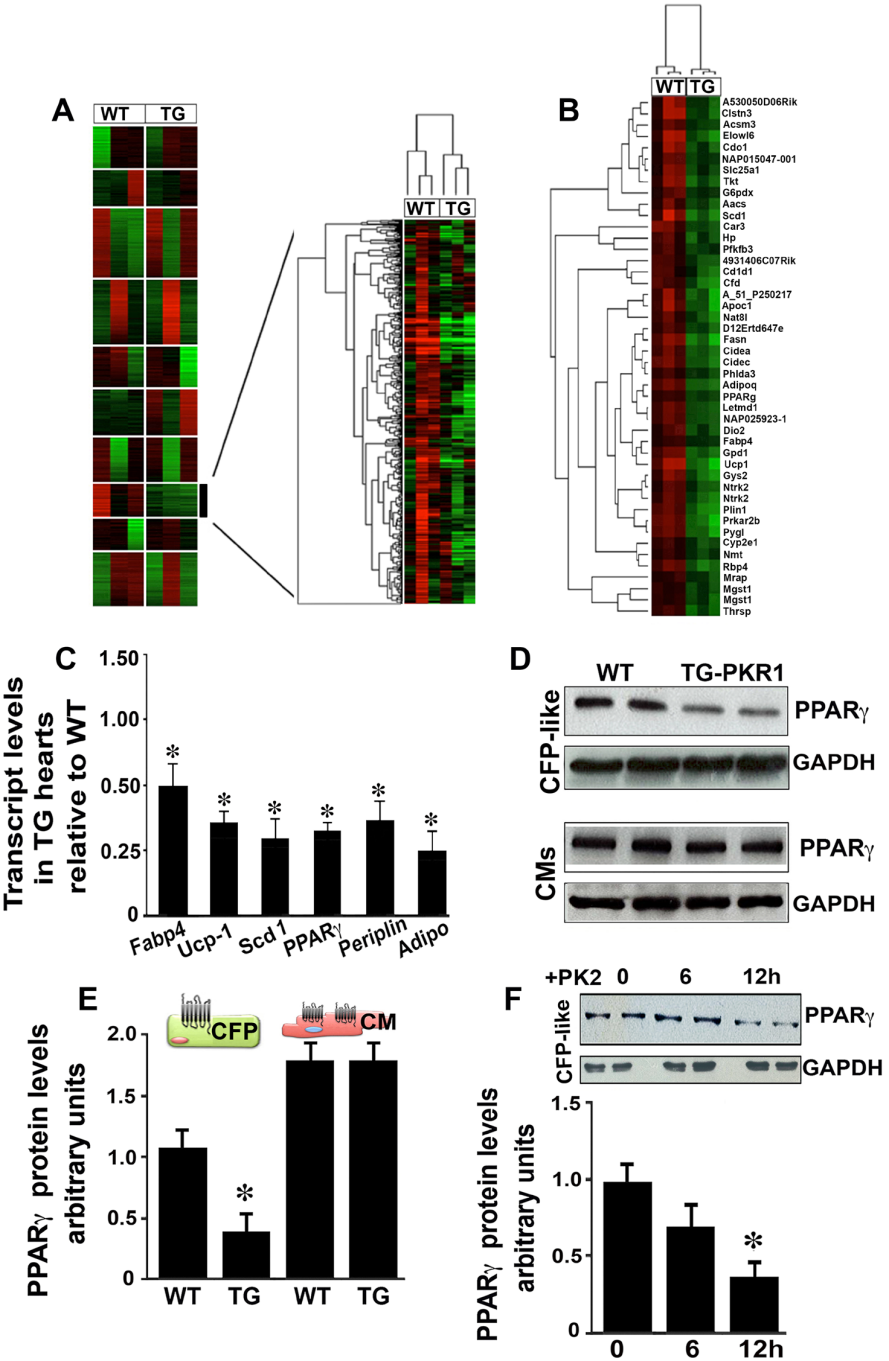
Microarray analyses of TG-PKR1 hearts. (**A**) K-means analysis of the microarray data: gene expression is presented as a colored matrix, where each row represents a gene and each column represents a sample. Green, black and red correspond to lower values, median values and higher values, respectively. Left: transcriptome data clustered by K-means (with k = 10). The highlighted cluster 8 clearly distinguishes WT from TG-PKR1 mice (shown by hierarchical clustering on the right). (**B**) Hierarchical clustering of the samples based on the 46 expression profiles of WT and TG-PKR1 mice (12 weeks old). All n = 3 mice/group. (**C**) qPCR analyses of the PPARγ signaling pathway-related genes (*Fabp4*, *UCP-1*, *Scd1*, *PPARγ*, *perilipin* and *adiponectin*) involved in adipogenesis (*p < 0.05, n = 4; *t-test*). (**D**) Western blot analyses of PPARγ protein levels in cultured CF-like non-cardiomyocytes and cardiomyocytes derived from TG-PKR1 and WT hearts. (**E**) Histogram shows the quantification of PPARγ protein levels in the CF-like cells and cardiomyocytes (*p < 0.05, n = 4; *two way ANOVA*). (**F**) Western blot analyses of PPARγ protein levels in CF-like cells upon prokineticin-2 (PK2) treatment at the indicated times. Histogram shows the quantification of PPARγ protein levels after PK2 exposure in the CF-like cells (*p < 0.05, n = 3; *two way ANOVA*). All n = 6 mice/group. Original blots are shown in Figure S5.

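Of the 44 labels legible in the published tree of Fig. 1B, 43 could be matched to a probe on the arrays, and "Nmt" could not. For each of these 43 labels, the probe with the smallest p was lower in TG-PKR1 hearts, and the smallest of these log2 differences was -0.77. SAM called 35 of the 43 here, and limma called 16. SAM also called 17 genes that carry no label in that figure. A tree of the hearts over the 56 probes called by SAM parted the 3 WT from the 3 TG-PKR1 hearts. These probes were picked by group, so the separation is not independent of the test.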

Hierarchical clustering of the samples based on the 46 expression profiles is shown in Fig. 1B. 

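The 8 probes of Pparg, Fabp4, Ucp1, Scd1, Plin1 (Plin in the files) and Adipoq were all well above background on 6 of 6 arrays and unsaturated. Values are normalized log2 signals, and probe positions are those of mm8, as the files give them. The Adipoq probe lies on chromosome 16 from 23072837 to 23072896. Its signal was 12.15 ± 0.26 (SD, n = 3 hearts) in WT and 10.22 ± 0.15 (SD, n = 3) in TG-PKR1 hearts. The log2 difference was -1.93 (SE 0.18, limma adjusted p = 0.0339). The Plin1 probe lies on chromosome 7 from 79594739 to 79594798. Its signal was 11.89 ± 0.27 (SD, n = 3) in WT and 9.64 ± 0.40 (SD, n = 3) in TG-PKR1 hearts. The log2 difference was -2.25 (SE 0.23, limma adjusted p = 0.0339). The Ucp1 probe lies on chromosome 8 from 86187994 to 86188053. Its signal was 13.71 ± 0.69 (SD, n = 3) in WT and 10.47 ± 0.73 (SD, n = 3) in TG-PKR1 hearts. The log2 difference was -3.23 (SE 0.42, limma adjusted p = 0.0445). The Pparg probe, on chromosome 6 from 115455814 to 115455873, had 10 spots per array. Pparg signal was 10.51 ± 0.15 (SD, n = 3) in WT and 9.53 ± 0.08 (SD, n = 3) in TG-PKR1 hearts. This difference of -0.98 (SE 0.15) did not pass the threshold in limma (adjusted p = 0.0962). The Scd1 probe, on chromosome 19 from 44448208 to 44448267, gave 13.29 ± 1.08 (SD, n = 3) in WT and 10.63 ± 0.47 (SD, n = 3) in TG-PKR1 hearts. Its difference of -2.67 (SE 0.49) did not pass the limma threshold either (adjusted p = 0.184). The 3 probes of Fabp4, on chromosome 3 between 10186983 and 10191033, differed by -0.77 to -0.69, with limma adjusted p from 0.334 to 0.815. SAM called the other 5 genes and 0 of the Fabp4 probes. For each of the 8 probes, the value of every TG-PKR1 heart was below that of every WT heart (two-sided exact permutation p = 0.1). All 8 had limma p under 0.05 when adjusted over the list alone (2.42e-05 to 0.00433). The study chose these genes on these hearts, so this is not independent evidence. The median difference over the 6 genes was -2.09. It was -2.39 within the extended-range arrays (WT replicate A, TG replicates B and C) and -1.58 within the single-scan arrays (WT replicates B and C, TG replicate A). With each heart left out in turn, the median stayed between -2.20 and -1.93. Adipoq and Plin1 kept a limma adjusted p under 0.05 only without WT replicate B or TG replicate B, and Ucp1 only without WT replicate B.

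**Figure D2:**
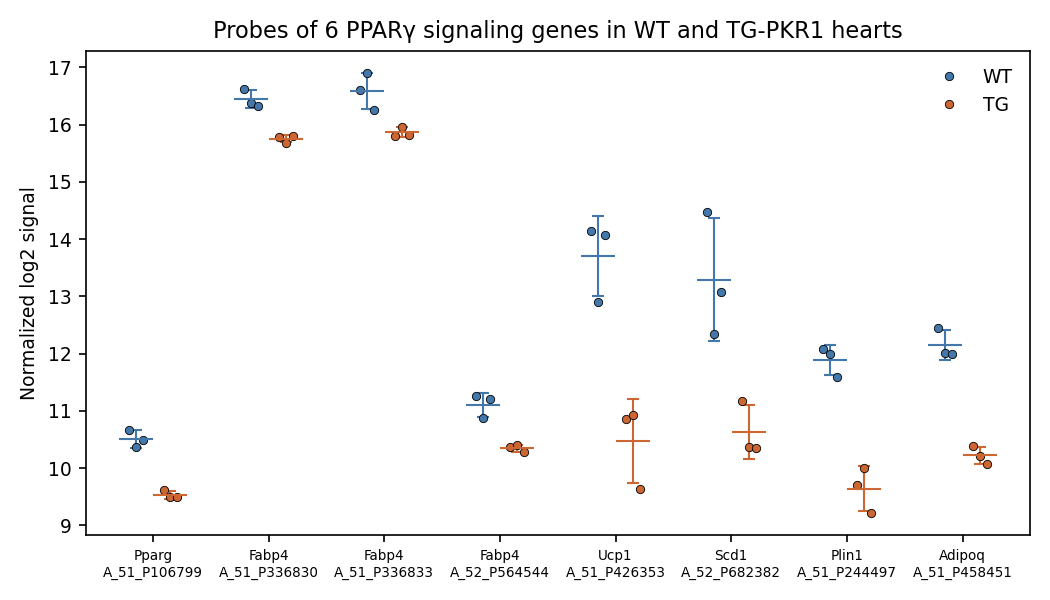
Normalized log2 signal (vertical axis) of the 8 probes of the 6 PPARγ signaling genes in WT and TG-PKR1 hearts. Points are hearts (3 WT, 3 TG), and bars give the mean and SD. The 3 TG-PKR1 hearts lie below the 3 WT hearts for each of the 8 probes.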

The genes with lower expression in the TG hearts included the following PPARγ signaling pathway-related genes^10^: *PPARγ* (*Pparg*), *fatty acid binding protein 4* (*Fabp4*)*/Ap2*, *UCP-1* (*Ucp1*), *Stearoyl-CoA desaturase-1* (*Scd1*), *Perilipin* (*Plin1*), *Adipoqine/adiponectin* (*Adipoq*). These genes are active in adipogenesis and were significantly enriched within this set of expression profiles (DAVID analysis, Benjamini corrected p < 0.0005) (Supplementary Material, Figure S1).

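A list of 74 genes of the PPAR signaling pathway was written by hand, and 51 of them had a probe that could be called. Of these 51, SAM called 6, where chance gives 0.186 (one-sided Fisher's exact test, p adjusted over 18 lists = 1.16e-07). They were Adipoq, Plin1, Pparg, Scd1, Slc27a2 and Ucp1. Of the genes written as typical of adipocytes in general, SAM called 7 of 15 (0.0546 expected), and of those typical of brown adipocytes 4 of 10 (0.0364 expected). The paper takes the 6 genes on to qPCR (Fig. 1C), and from their lower expression it concludes that PPARγ signaling was impaired in TG hearts.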

Next, the downregulated expression of these six genes in the TG hearts was demonstrated by qPCR analyses (Fig. 1C), which confirmed impaired PPARγ signaling in TG hearts. We then examined whether PKR1 signaling is a cell type-specific regulator of PPARγ expression in TG hearts. Western blot analyses of PPARγ protein levels were performed on CFP-like cells derived from cardiac explants and cardiomyocytes isolated from adult TG-PKR1 and WT hearts (Fig. 1D). PPARγ protein levels were the same in both the TG-PKR1 and WT cardiomyocytes. However, PPARγ levels were lower in the CFP-like cells derived from TG hearts (Fig. 1E). Indeed, prokineticin-2 inhibited PPARγ levels in the isolated CFP-like cells within 12 h (Fig. 1F). Taken together, these data suggest that cardiomyocyte-PKR1 signaling may regulate a novel PPARγ-related event in CFP-like cells in a paracrine manner.

### TG-PKR1 in cardiomyocytes inhibited epicardial adipose tissue (EAT) in mice fed an HFD

To study the pathological consequences of low PPARγ levels in CFP-like cells, TG-PKR1 mice were fed an HFD. Unlike WT mice fed an HFD, TG-PKR1 mice did not develop adipose tissue around the atrioventricular grooves (AVG) (Fig. 2A). Perilipin staining of the cryosectioned hearts clearly showed that the HFD induced adipocyte development in the AVG of WT mice, whereas TG mouse hearts displayed almost no perilipin staining (Fig. 2B). Interestingly, endothelial-specific PECAM-1 and smooth muscle-specific calponin staining showed that TG hearts retained an extensive vascular network even after exposure to an HFD (Fig. 2C,D). These data indicate that cardiomyocyte PKR1 signaling may play an important role in the development of cardiac fat tissue by interacting with CFP-like cells.

**Figure 2:**
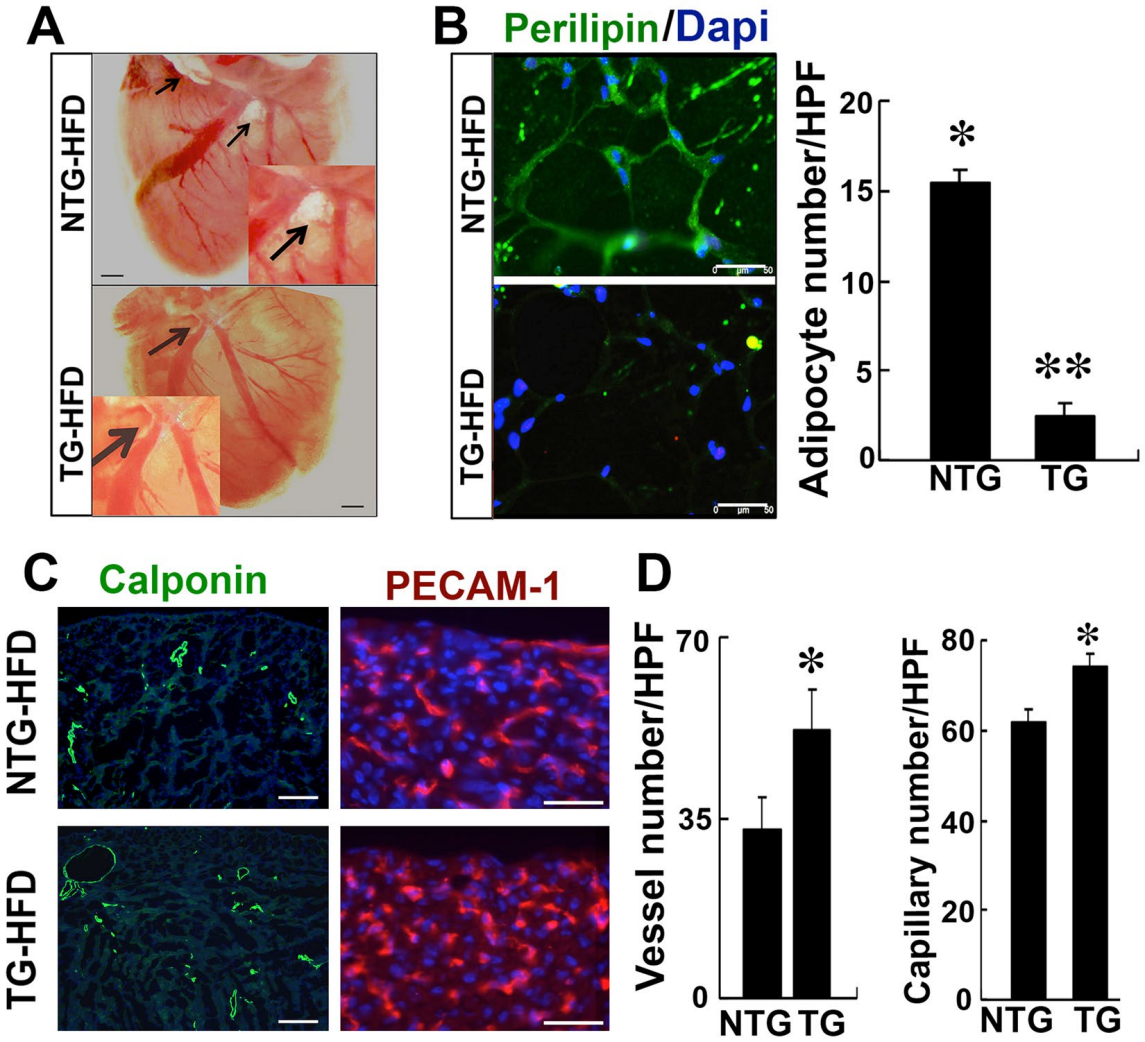
Fat tissue accumulation and the vascular network in TG-PKR1 hearts after HFD exposure. (**A**) Fat tissue deposition around the atrioventricular groove (AVG) of WT hearts and TG-PKR1 hearts after exposure to a high-fat diet (HFD) (representative of 3 hearts). (**B**) Peripilin staining of the AVG in WT and TG-PKR1 hearts. Histogram shows a few perilipin^+^ adipocytes in the TG-PKR1 hearts (10 pictures per section from 3 hearts in each group). (**C**) Smooth muscle-specific calponin and endothelial-specific PECAM-1 staining of cryosectioned heart sections. (**D**) Histogram shows that after HFD consumption, the vessel and capillary numbers are still higher in the TG-PKR1 hearts (*p < 0.05, compared to NTG-fed mice, 10 pictures per section, unpaired two-tailed Student’ s *t*-Test). All n = 5 mice/group.

### Prokineticin-2 as a secretome of cardiomyocytes overexpressing PKR1 regulates CFP-like cell fate

To gain insight into the cellular mechanism of the paracrine effects of cardiomyocyte-PKR1 signaling and to find a paracrine factor that is released from cardiomyocytes, we mimicked the *in vivo* TG-heart model in a cell culture system. We utilized both isolated CFP-like cells from cardiac explants (the majority of which express *Tc21* and, to a lesser extent, the *epicardial genes Wt1* and *Tbx18*) and PKR1-overexpressing cardiomyocytes utilizing adenoviruses carrying PKR1 cDNA (CM^++^) or mock cDNA (CM) (Fig. 3A). Treatment of isolated CFP-like cells with an adipocyte-induction cocktail in CM medium (CM-M) promoted adipocyte formation, which was visualized by Oil Red O staining that accumulates in lipid vacuoles (Fig. 3B central panel). When the CF-like cells were exposed to AIC-containing conditioned medium derived from CM^++^ (CM^++^-M+ AIC) cells, adipogenic conversion was abolished (Fig. 3B right panel). However, this anti-adipogenic effect was reversed upon pretreatment of cells with prokineticin-2-neutralizing antibody (α-PK2) (α-PK2+ CM^++^-M+ AIC) (Fig. 3B lower panel and 3D histogram). Conversely, exposure to CM^++^-M alone promoted the differentiation of CFP-like cells into α-SMA^+^ vascular smooth muscle cells (Fig. 3C, E histogram) and PECAM-1^+^ endothelial cells (Fig. 3C, F histogram), thus mimicking our *in vivo* TG-PKR1 model^9^. The α-PKR1 pretreatment diminished the CM^++^-M-induced vasculogenic differentiation of CFP-like cells. Thus, combined with our *in vivo* data, these data suggest that PK2 is a secretom of cardiomyocytes that controls the conversion of CFP-like cells to adipocytes and vasculogenic cells in a paracrine manner.

**Figure 3:**
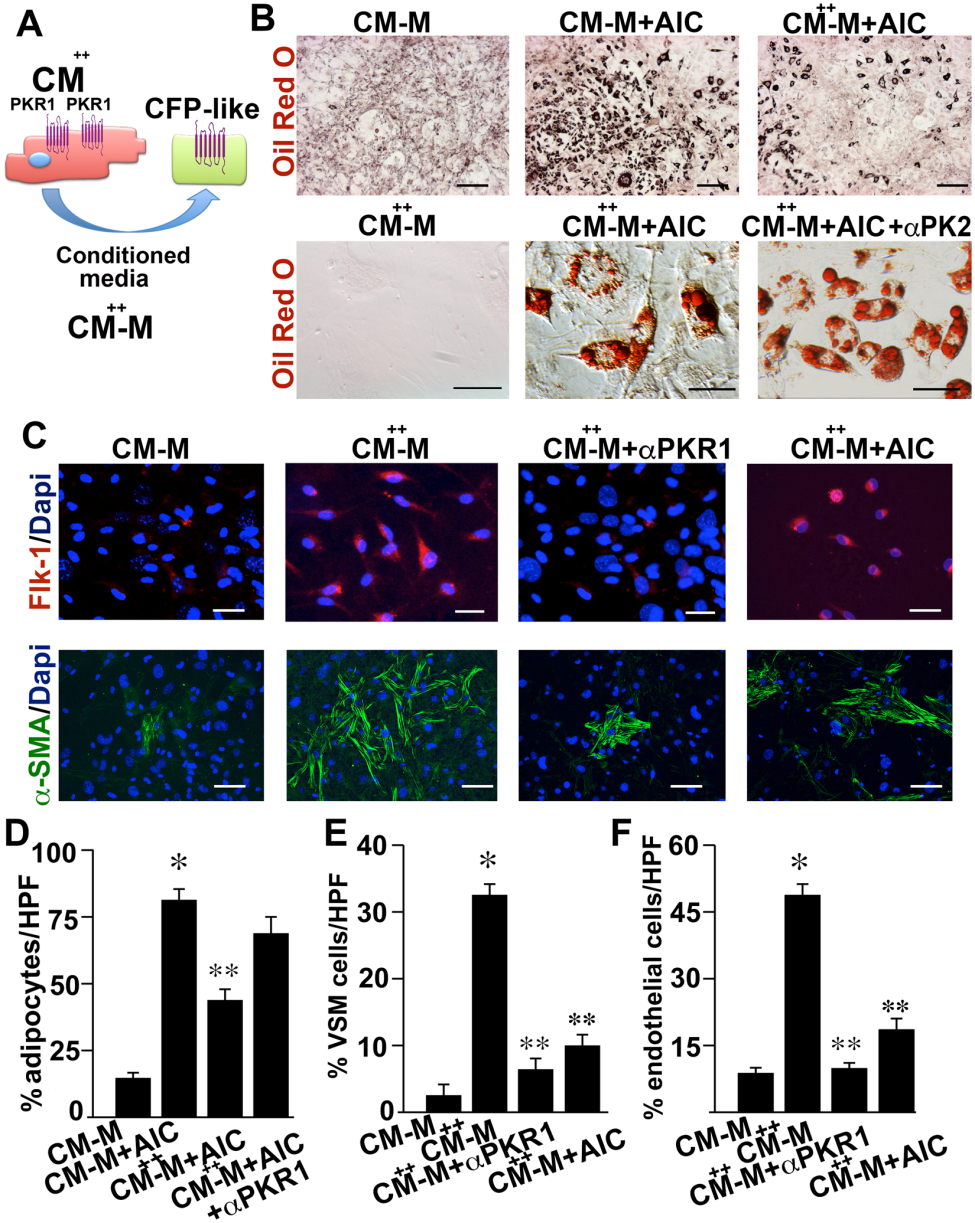
Regulation of the transformation of CF-like cells into adipocytes by a cardiomyocyte-mediated paracrine pathway. (**A**) Schematic illustration of the experimental design. Adult CF-like cells were cultured in the conditioned medium of PKR1-overexpressing cardiomyocytes (infected with adv-PKR1) (CM^++^-M) to mimic TG mouse models. Conditioned medium of cardiomyocytes (CM-M) infected with Adv-control was used as a control. (**B**) Oil Red O staining of CF-like cells cultured in CM-M alone or in CM-M supplemented with an adipogenic induction cocktail (AIC) (CM-M+ AIC), CM^++^-M alone or supplemented with AIC (CM^++^-M+ AIC) in the presence or absence of anti-PK2 antibody (α-PK2). (**C**) Endothelial-specific Flk-1 or smooth muscle actin (α-SMA) staining of CF-like cells following the treatments described above. Adipocyte (**D**), SMC (**E**) and endothelial cell (**F**) numbers are presented as histograms (*p < 0.05, compared with vehicle-treated cells; **p < 0.05, compared to AIC-treated cells; n = 6, 10 pictures per condition, unpaired two-tailed Student’ s *t*-Test). All n = 12 mice/group. The drawing in 3A was created using Servier Medical Art illustration resources (www.servier.com).

### PKR1 controls cell-autonomously adipogenic and vasculogenic transdifferentiation in adult tcf21^+^ CFPs

To further establish the adipogenic and vasculogenic potential of CFPs and the role of prokineticin-2 during these events, we used a pulse-labeled genetic lineage-tracing strategy, in which tcf21 drives CreERT2 expression in the majority of CFPs in adult mice. In the presence of the inducing agent tamoxifen, CreERT2 indelibly activates the Rosa26Tomato (TM) reporter to label CFPs with red fluorescent protein. We then isolated Tomato-expressing tcf21^+^ CFPs by FACS and examined the role of prokineticin-2 on the adipocyte and vascular cell formation capacity of these cells upon adipogenic induction. Tcf21^+^ CFPs differentiated into adipocytes upon AIC treatment (Fig. 4A). Quantification of Oil-Red-O-stained lipids confirmed the increase in lipid formation within seven days of adipogenic differentiation (Fig. 4B). Mouse tcf21^+^ CFPs showed no sign of adipocyte differentiation in the absence of an AIC. Pretreatment of tcf21^+^ CFPs with prokineticin-2 inhibited AIC-induced adipocyte differentiation (Fig. 4B left histogram). This effect of prokineticin-2 was completely absent in the PKR1 deficient (PKR1^*tcf*−*/*−^) CFPs indicating the involvement of PKR1 (Fig. 4A,B right histogram). It should be noted that AIC-mediated adipogenesis was slightly reduced in the PKR1 deficient CFPs as compare to wild type cells. Accordingly, prokineticin-2 pretreatment inhibited the expression of *PPARα*, *PPARγ*, and *CEB/Pα*, which was elevated in tcf21^+^ wild type CFPs cultured in media containing AICs alone (Fig. 4C).

**Figure 4:**
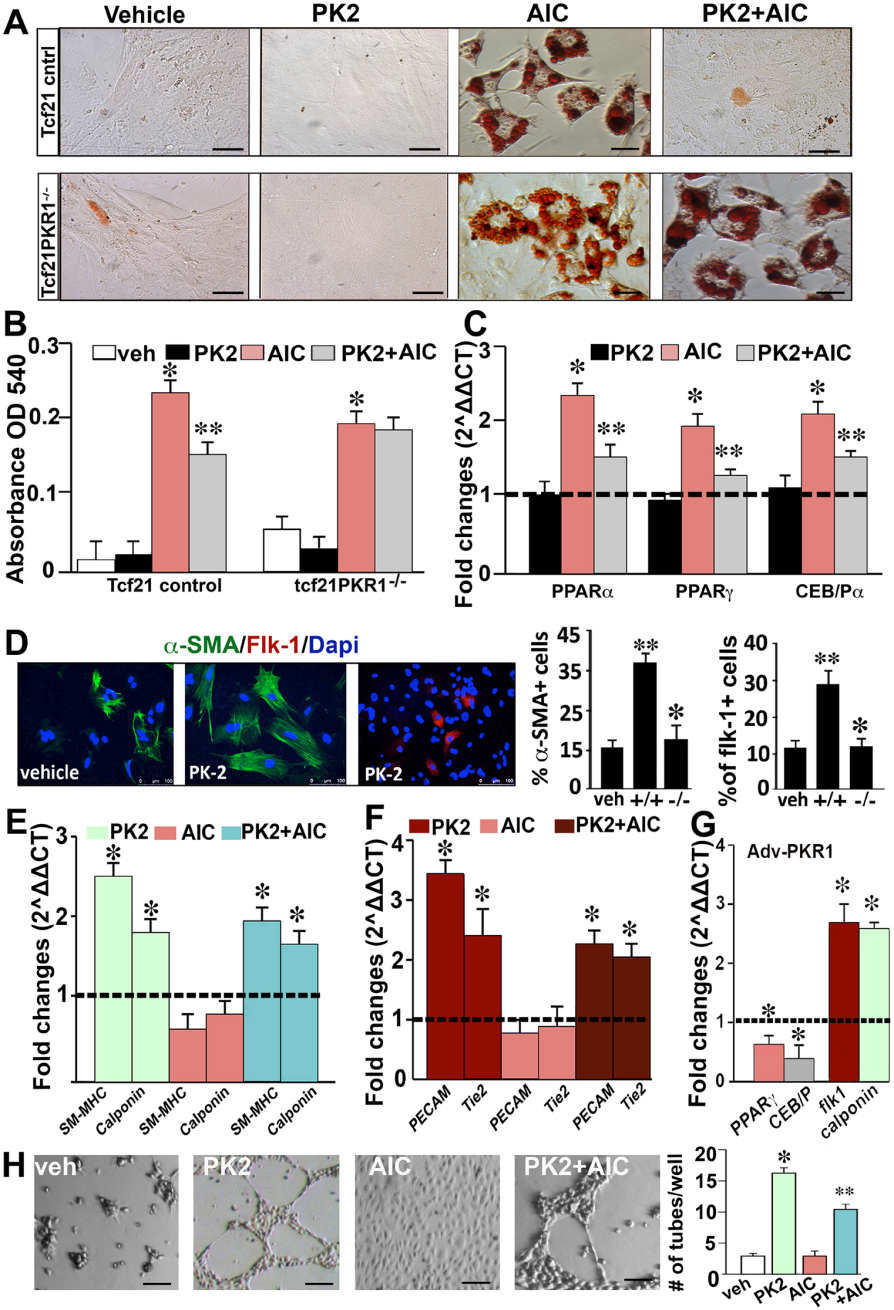
Role of Prokineticin-2 on the differentiation of tcf21^+^ CPFs. (**A**) Oil-Red-O-stained control and PKR1-deficient tcf21/Tomato^+^ FACS-isolated CPFs treated with vehicle or an adipogenic induction cocktail (AIC) (mixture of isobutanol, IBMX, and insulin) in the presence or absence of prokineticin-2 (PK2, 10 nmol/L). (**B**) Quantification of Oil-Red-O-stained lipids by spectrometric analyses in tcf21^+^ CPFs derived from wild-type (left) and PKR1^*tcf−/−*^ mice (right) (*p < 0.05, compared to vehicle-treated cells; **p < 0.05, compared to AIC-treated cells; n = 5, *two way ANOVA*). (**C**) qPCR analyses of adipogenic gene expression (*PPARα*, *PPARγ*, *and CEB/Pα*) in tcf21^+^ wild type CPFs (*p < 0.05, compared to vehicle-treated cells; **p < 0.05, compared to AIC-treated cells, n = 4). (**D**) PK2-induced vasculogenic differentiation of tcf21^+^ CPFs as evaluated by endothelial-specific Flk-1 and smooth muscle cell-specific α-SMA co-staining. The histograms show the quantitative analyses of vasculogenic cell numbers (**p < 0.05, compared to vehicle-treated wild-type cells; *p < 0.05, compared to PK2-treated wild-type cells; n = 6, 10 pictures per condition). (**E**) Quantitative real-time PCR (qPCR) analyses of smooth muscle-specific (*calponin* and *SM-MHC*) and (**F**) endothelial cell-specific gene expression levels (*Tie2* and *Pecam-1*) upon PK2, AIC and AIC+PK2 treatment (*p < 0.05, compared to vehicle-treated cells, n = 4). (**G**) qPCR analyses of vasculogenic (*Flk-1 and calponin*) and adipogenic gene expression levels (*PPARα* and *CEB/Pα*) in tcf21^+^ CPFs infected with adenoviruses carrying PKR1 cDNA or control cDNA (*p < 0.05, compared to Adv-control cells; n = 5). (**H**) Vessel-like formation on Matrigel after plating cultured tcf21^+^ CPFs treated with PK2 (10 nmol/L), AIC, AIC+PK2 or vehicle. In the histogram, *p < 0.05, compared to vehicle-treated cells; and **p < 0.05, compared to PK2-treated cells; n = 5. All n = 12 mice/group. All error bars represent the s.e.m, unpaired two-tailed Student’ s *t*-Test was applied. Dash lines show expression of genes in the only vehicle treated cells.

In parallel experiments, we assessed the potential of tcf21^+^ CFPs to differentiate into functional vasculogenic cells *in vitro* (Fig. 4D, histograms). Quantification of Flk-1^+^ endothelial^11^ and α-SMA^+^ vascular smooth muscle cells^12^ showed that prokineticin-2 alone induces vasculogenic differentiation in tcf21^+^ CPFs after seven days compared to vehicle- or AIC-treated tcf21^+^ CPFs. Prokineticin-2 treatment also resulted in higher expression of vascular-specific genes, such as smooth muscle myosin heavy chain (SM-MHC), calponin, PECAM-1 and Tie2, compared to treatment with vehicle or AICs (Fig. 4E, F).

In cultured PKR1-overexpressing tcf21^+^ CPFs caused by Adv-PKR1 infection, the expression of *PPARγ* and *CEB/Pα* was decreased, whereas *Flk-1* and *calponin* expression was increased (Fig. 4G), indicating the cell-autonomous regulation of tcf21^+^CF cell fate by PKR1. Indeed, endothelial cells from prokineticin-2-induced tcf21^+^ CF differentiation were able to form tube-like structures on Matrigel (Fig. 4H and histogram), demonstrating that these differentiated cells also possess functional characteristics of endothelial cells. However, prokineticin-2 treatment reduced the expression of myofibroblast markers, such as fibronectin and collagen-1, in these cells (Supplementary Material, Figure S2). In the PKR1-deficient cells, the expression of myoblast genes (*e*.*g*., fibronectin and collagen) was not altered by prokineticin-2 treatment (Supplementary Material, Figure S2).

These results indicate that tcf21^+^ CPFs can be the source of adipocytes and vasculogenic cells, which can be controlled by prokineticin/PKR1 signaling.

### Genetic PKR1 inhibition in tcf21^+^ CPFs promotes excessive adipose tissue development in mice fed an HFD

To gain insight into the role of PKR1 in CPFs *in vivo*, we generated PKR1^*tcf*−*/*−^ mice (Supplementary Material, Figure S3A) by crossing a tcf21^ERT^cre^™^ driver mouse line with the PKR1 floxed mouse line and explored the pathophysiological consequences of PKR1 deficiency on the development of adipose tissue and vascularization upon the administration of an HFD. Epicardial tracing was performed in 8-week-old adult tcf21Cre^ER^xRosa26^TM/+^ (control) and PKR1^*tcf*−*/*−^ mice following TMX injection for 3 consecutive weeks. The ablation of PKR1 was confirmed by PKR1 immunostaining in isolated tcf21^+^ cells (Supplementary Material, Figure S3B). Then, mice were treated with an NFD or HFD for 4 weeks. Body weight and abdominal white adipose tissue (WAT) weight of mice treated with an HFD were equally increased within 4 weeks in both control and PKR1^*tcf*−*/*−^ mice (Supplementary Material, Figure S3C). Impaired systolic (fractional shortening, %FS) and diastolic (ejection fraction, %EF) function in the PKR1^*tcf*−*/*−^ mice was evident only after HFD exposure (Fig. 5A, Table 1).

**Figure 5:**
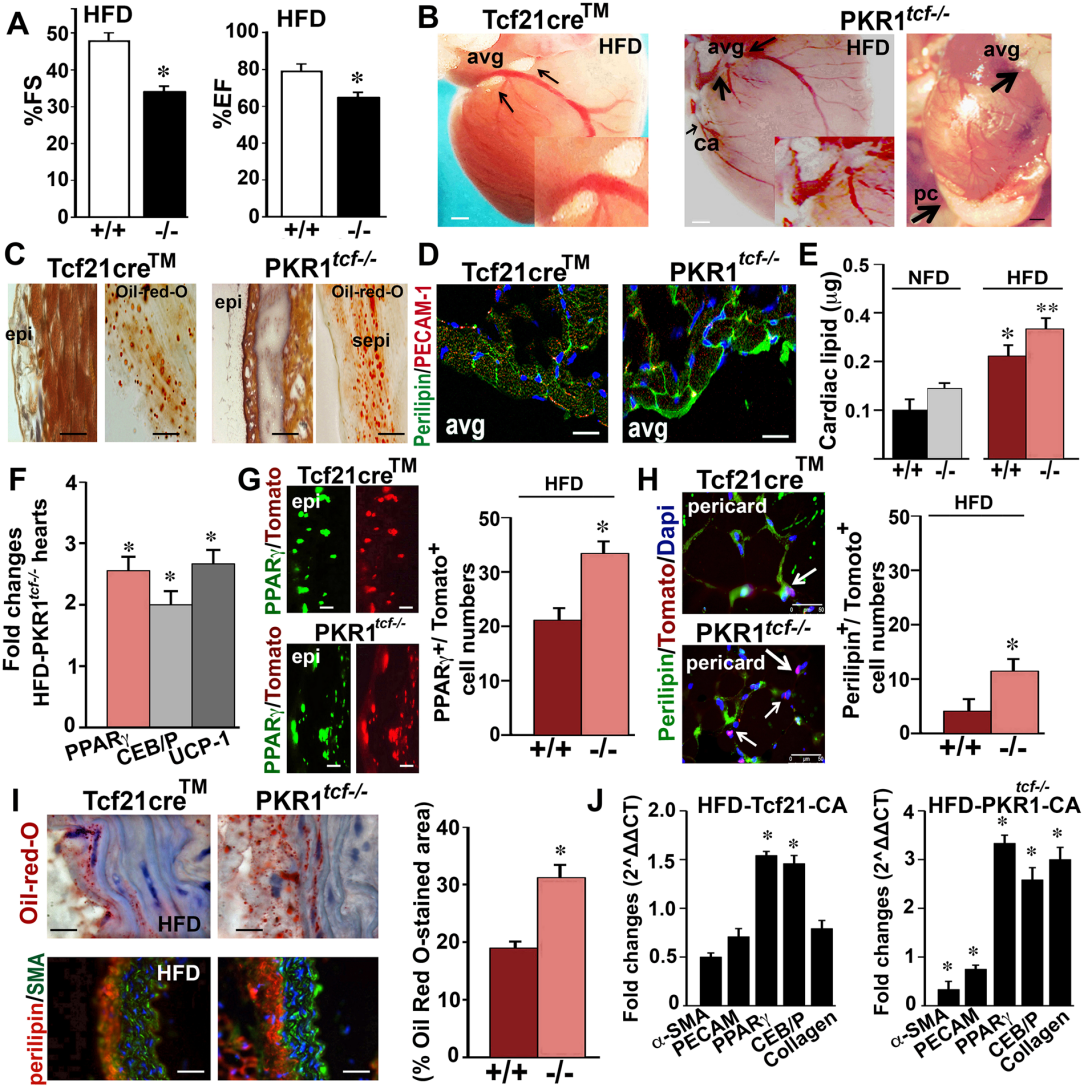
Fat tissue development in PKR1^*tcf*−*/*−^ hearts after HFD exposure. (**A**) Ejection Fraction (EF) and fractional shortening (FS) of the HFD-fed mice (*p < 0.05, compared to HFD-fed control mice, n = 6–8; *two way ANOVA*). (**B**) Localization of adipose tissue in the atrioventricular groove (avg) of HFD-fed control (tcf21cre) mice and in the avg as well as around the coronary artery (ca) and the pericardium (pc) of PKR1^*tcf−/−*^ mice (*n* = *6 mice/group*). (**C**) Malory tetrachrome (left) and Oil Red O (right) staining of cardiac sections derived from control and PKR1^*tcf−/−*^ mice (n = 6 mice/group) after HFD exposure; subepicardium (sepi). (**D**) Perilipin and PECAM-1 staining of fat tissue around the avg in mice of both genotypes (n = 4, each) that were fed an HFD. (**E**) Histogram shows extracted cardiac lipid levels in the hearts (*p < 0.05, compared to control; **p < 0.05, compared to HFD-fed control mice, *n* = 6 hearts/group; *two way ANOVA*). (**F**) qPCR analyses for adipose tissue markers (*PPARγ*, *CEB/Pα* and *UCP-1*) in HFD-fed mouse hearts. *p < 0.05, compared to control mice (*n* = *6 mice/group*, unpaired two-tailed Student’s *t*-test). (**G**) Co-immunostaining of PPARγ and Tomato in ventricular sections from control and PKR1^*tcf−/−*^ mice after HFD exposure. Histogram shows number of PPARγ^+^ cells in the heart. *p < 0.05, compared to control mice (10 pictures for each section, 6 mice/group, unpaired two-tailed Student’s *t*-test). (**H**) Perilipin-A staining of pericardial adipose tissues in mice of both genotypes that were fed an HFD (*10 pictures for each heart section*, 6 mice/group). Some of the perilipin^+^ cells are also Tomato^+^. (**I**) Oil Red O- (upper) or perilipin-A (lower panel)-stained perivascular adipose tissue (pvat) in the HFD-fed PKR1^*tcf−/−*^ and control hearts, (*p < 0.05, compared to control mice, 10 pictures for each heart section, n = 6 mice/group, unpaired two-tailed Student’s *t*-test). (**J**) qPCR analyses of RNA extracted from the coronary arteries of NFD- (left) and HFD (right)-fed mice for adipose tissue markers (*PPARγ*, *CEB/Pα* and *UCP-1*) and vasculogenic cell markers (PECAM-1 and *α*-SMA) as well as fibroblast markers (collagen). *p < 0.05, compared to control mice (n = 6 mice/group, unpaired two-tailed Student’s *t*-test).

**Table 1:** Echocardiographic analyses of mice (n = 6–8).

Genotype	tcf21 (control)		PKR1^*tcf*−*/*−^	
	NFD	HFD	NFD	HFD
Heart rate	475 ± 15	435 ± 12	445 ± 15	460 ± 15
LVEDD (mm)	3.45 ± 0.1	3.79 ± 0.2	3.38 ± 0.1	3.88 ± 0.1^#t^*
LVESD (mm)	1.87 ± 0.3	1.90 ± 0.2	1.90 ± 0.2	2.5 ± 0.2^#t^*
Fractional shortening (%)	45.9 ± 5	49.5 ± 3	43.01 ± 3	35.83 ± 3^#t^*
Ejection fraction (%)	74.77 ± 3	79.5 ± 4	73.27 ± 3	65.71 ± 3^#t^*
IVRT (ms)	16 ± 2	18 ± 2	17 ± 2	23 ± 2^#t^*
LV mass	125 ± 9	150 ± 12^t^	135.27 ± 8	187 ± 8^#t^*

*Shows p < 0.05 compare to the HFD fed control mice (ANOVA).

^t^Shows p < 0.05 compare to the NFD fed control mice.

^#^Shows p < 0.05 compare to the NFD fed PKR1^*tcf*−*/*−^ mice.

Histological analyses of the mouse hearts revealed that the adipose tissue was significantly elevated in the AVG of tcf21cre control mice fed an HFD (Fig. 5B left). However, in the hearts of PKR1^*tcf*−*/*−^ mice, adipose tissue accumulated both around the AVG and the adventitia of the coronary artery branches after HFD exposure (Fig. 5B middle). We also observed severe pericardial fat accumulation in 60% of PKR1^*tcf*−*/*−^ mouse hearts (Fig. 5B right). Tcf21cre^TM^ lineage-derived adipose tissue was sparingly present in the AVG of control and PKR1^*tcf*−*/*−^ adult mice fed an NFD (Supplementary Material, Figure S3D). These findings indicate the presence of minimal fibroblast-adipocyte-transformation in the hearts of both adult control and mutant mice.

Malory tetrachrome-stained heart sections showed severe fat tissue accumulation in the subepicardium of the PKR1^*tcf*−*/*−^ hearts (Fig. 5C left panel). Oil Red O staining confirmed the presence of lipid accumulation around the subepicardial area in PKR1^*tcf*−*/*−^ hearts after HFD exposure (Fig. 5C right panel). Perilipin-A-stained heart sections revealed increased lipid accumulation in the AVG of PKR1^*tcf*−*/*−^ hearts after HFD exposure (Fig. 5D). Accordingly, the extracted cardiac lipid levels were also higher in the hearts of PKR1^*tcf*−*/*−^ mice fed an HFD (Fig. 5E). In concert with these findings, the expression of adipogenic genes (*PPARγ*, *CEB/Pα* and *UCP-1*) was increased by 2-fold in the hearts of HFD-fed PKR1^*tcf*−*/*−^ mice compared to that of HFD-fed tcf21cre^TM^ control mice (Fig. 5F). Tcf21Cre^TM^-mediated recombination was highly efficient, and we observed a virtually complete labeling of PPARγ-positive adipose tissue using this lineage marker (Tomato^+^/tcf21^+^) following HFD treatment (Fig. 5G). The hearts of HFD-fed PKR1^*tcf*−*/−*^ mice displayed a 15 ± 3% increase in the number of Tomato^+^/PPARγ^+^ cells compared to control hearts (Fig. 5G histogram). Perilipin^+^ staining of the pericardial fat tissues in the PKR1^*tcf*−*/*−^ hearts (Fig. 5H) revealed that 13 ± 2% of the pericardial fat tissue was also positive for the Tomato^+^ tcf21 lineage marker. However, only 5 ± 1% of the pericardial fat tissue was positive for the Tomato^+^ tcf21 lineage marker in controls. Altogether these data indicate that the tcf21^+^ CPFs are also a source of adipocytes in EAT, perivascular adipose tissue (PVAT) and, to a lesser extent, pericardial fat tissue.

Oil Red O staining (Fig. 5I upper, and histogram) and perilipin immunostaining (Fig. 1J lower) also revealed severe fat accumulation around the perivascular tissue in the hearts of HFD-fed PKR1^*tcf*−*/*−^ mice compared to that of HFD-fed tcf21cre control mice. Perilipin^+^ stained cell numbers in the PKR1^*tcf*−*/*−^ pericardial fat tissues were four times higher (75 ± 5%) than that of tcf21cre controls (15 ± 8%) after HFD exposure (Fig. 5I). The coronary arteries of HFD-fed PKR1^*tcf*−*/*−^ mice had higher levels of adipogenic gene expression (*PPARγ*, *CEB/Pα* and *UCP-1*), whereas the expression of vasculogenic genes (*Flk-1 and calponin*) was lower (Fig. 5J).

These data indicate that a lack of PKR1 signaling in tcf21^+^ CPFs induces excessive fat accumulation in EAT, PVAT and pericardial fat tissue and may affect the development of the vascular network.

### PKR1^*tcf*−*/*−^ mice displayed impaired vascularization after HFD exposure

Next, we investigated whether the vascular network of PKR1^*tcf*−*/*−^ hearts was affected. Indeed, NFD-fed PKR1^*tcf*−*/*−^ mice did not exhibit significant alterations in vascular density at 12 weeks of age (Supplementary Material, Figure 4). However, after HFD exposure, the hearts of PKR1^*tcf*−*/*−^ mice exhibited less coronary vascularization as detected by Evans blue (Fig. 6A) and α-SMA (Fig. 6B) staining (Fig. 6C histogram).

**Figure 6:**
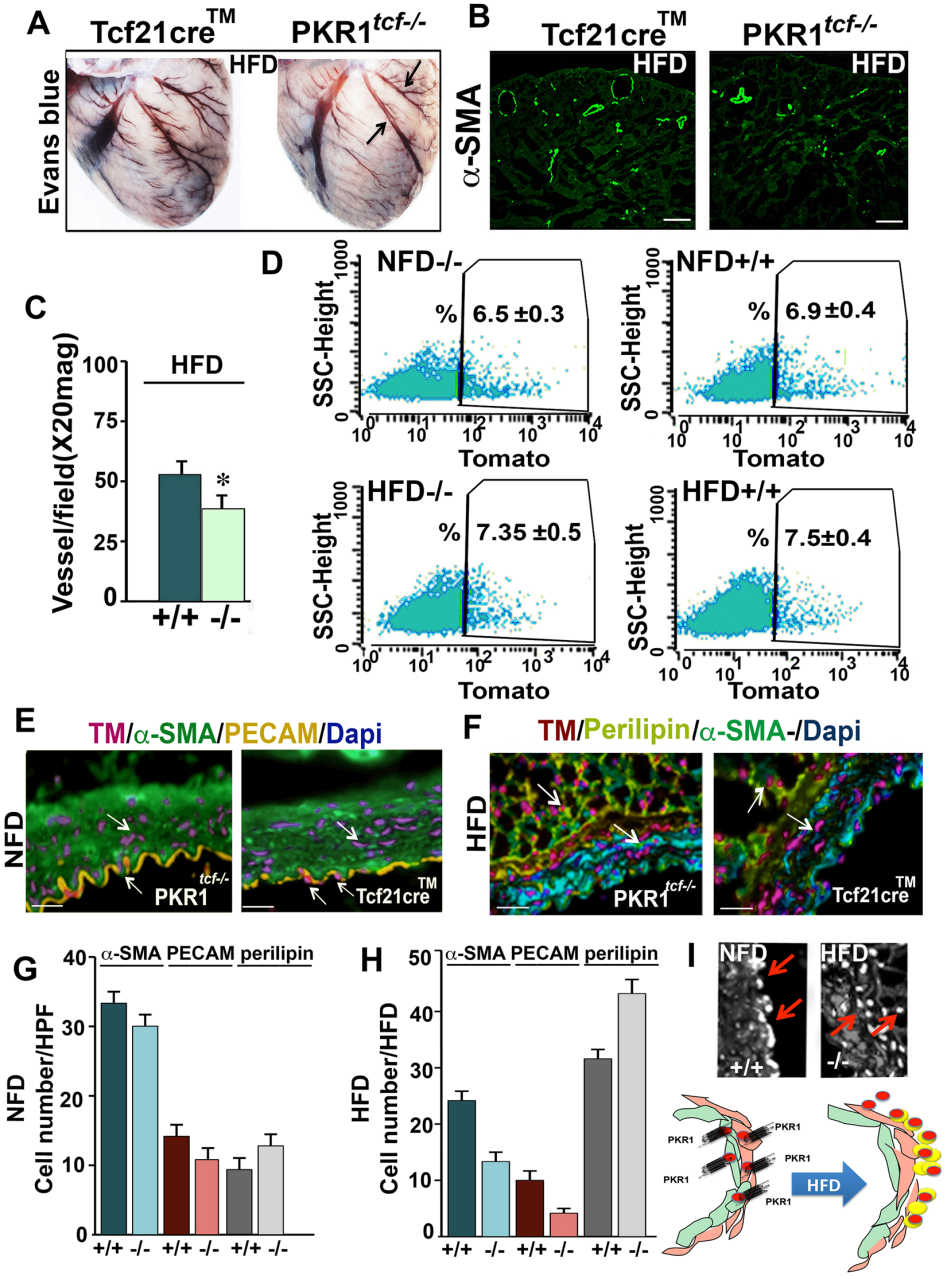
Vessel development in HFD-treated PKR1^*tcf*−*/*−^ mice. Evans blue staining of the hearts from HFD-fed PKR1^*tcf*−/−^ and control mice (*n* = 4). (**B**) α-SMA staining of vessels on cryosectioned heart tissue. (**C**) Histogram shows the vessel numbers in the cryosectioned hearts of control and PKR1^*tcf*−/−^ mice after HFD exposure (*p < 0.05, compared to control mice, 10 pictures per section were analyzed, n = 6 mice/group, *t-test*). (**D**) FACS-isolated Tomato cells in NFD- and HFD-fed control (/+) or mutant (−/−) mouse hearts (p > 0.05, no difference between groups, n = 6 mice/group, unpaired two-tailed Student’s *t*-test). (**E**) Staining of coronary arteries from NFD-fed mice with α-SMA, PECAM-1, and perilipin antibodies. (**F**) Staining of coronary arteries from HFD-fed mice with α-SMA, PECAM-1, and perilipin. Histogram shows α-SMA^+^/Tomato^+^, PECAM-1^+^/Tomato^+^, and perilipin^+^/Tomato^+^ cell numbers in NFD- (**G**) and HFD-exposed (**H**) control (+/+) and mutant mouse (−/−) hearts. (*p < 0.05, compared to control mice, 10 sections per section were analyzed, n = 6 mice/group, unpaired two-tailed Student’s *t*-test). (**I**) Tomato^+^ cell localization in the coronary arteries of control and mutant mice exposed to an NFD or HFD. Schematic illustration of the tcf21^+^ CPFs from control mice exposed to an NFD (left) and the tcf21^+^ CFPs from PKR1^*tcf*−*/*−^ mice exposed to an HFD (right). The drawing in 6I was created using Servier Medical Art illustration resources (www.servier.com).

We then determined the number of tcf21^+^ CPFs in these hearts. FACS analyses revealed that the number of tcf21^+^ CPFs in PKR1^*tcf*−*/*−^ or control tcf21cre^TM^ mice after HFD exposure was not significantly altered (Fig. 6D). However, the localization of Tomato^+^ cells was altered by HFD exposure. In the coronary arteries of control mice, some of the PECAM^+^ endothelial cells and α-SMA^+^ vascular smooth muscle cells were also Tomato^+^ (Fig. 6E). These ratios were slightly reduced in the PKR1^*tcf*−*/*−^ coronary arteries (Fig. 6E,G). However, Tomato^+^ cells were predominantly accumulated in the perilipin^+^ adipose tissues of control coronary arteries after HFD treatment (Fig. 6F left panel). The shift in the location of Tomato^+^ cells was more profound in the coronary arteries of PKR1^*tcf*−*/*−^ mice (Fig. 6F,H). A robust increase in the perilipin^+^/Tomato^+^ cell numbers was observed in the PKR1^*tcf*−*/*−^ hearts after HFD exposure (Fig. 6I).

Altogether, these data indicate that HFD exposure, together with impaired PKR1 signaling promote the conversion of tcf21^+^ CPFs into fibroblast-fat tissue (Fig. 6I). This was demonstrated in PKR1^*tcf*−*/*−^ mice by excessive fat tissue development at the AVG and around the perivascular area of the coronary arteries as well as the low level of vascularization.

## Discussion

The capacity of CPFs to differentiate into smooth muscle cells or myofibroblasts is well established, but their vasculogenic potential has remained controversial. The adipogenic potential of CPFs has not been previously described. Our study revealed that cardiac fat (EAT and PVAT) and the vascular network originate from a common tcf21^+^ lineage and are controlled in an autocrine and paracrine manner by PKR1. Here, we identified a novel paracrine regulatory mechanism of CPFs whereby cardiomyocytes secretome prokineticin-2 controls the conversation of CPFs to adipocytes. We showed that prokineticin-2/PKR1 signaling enables the reprogramming of tcf21^+^ CPFs to adopt vascular-cell-like characteristics and to suppress cardiac fat accumulation under high-calorie diet conditions. We also showed that vasculogenic and adipogenic imbalances due to lack of PKR1 disturbs cardiac function *in vivo* (Fig. 7), a phenomenon attributed to an insufficient supply of oxygen under consumption of high calories.

**Figure 7:**
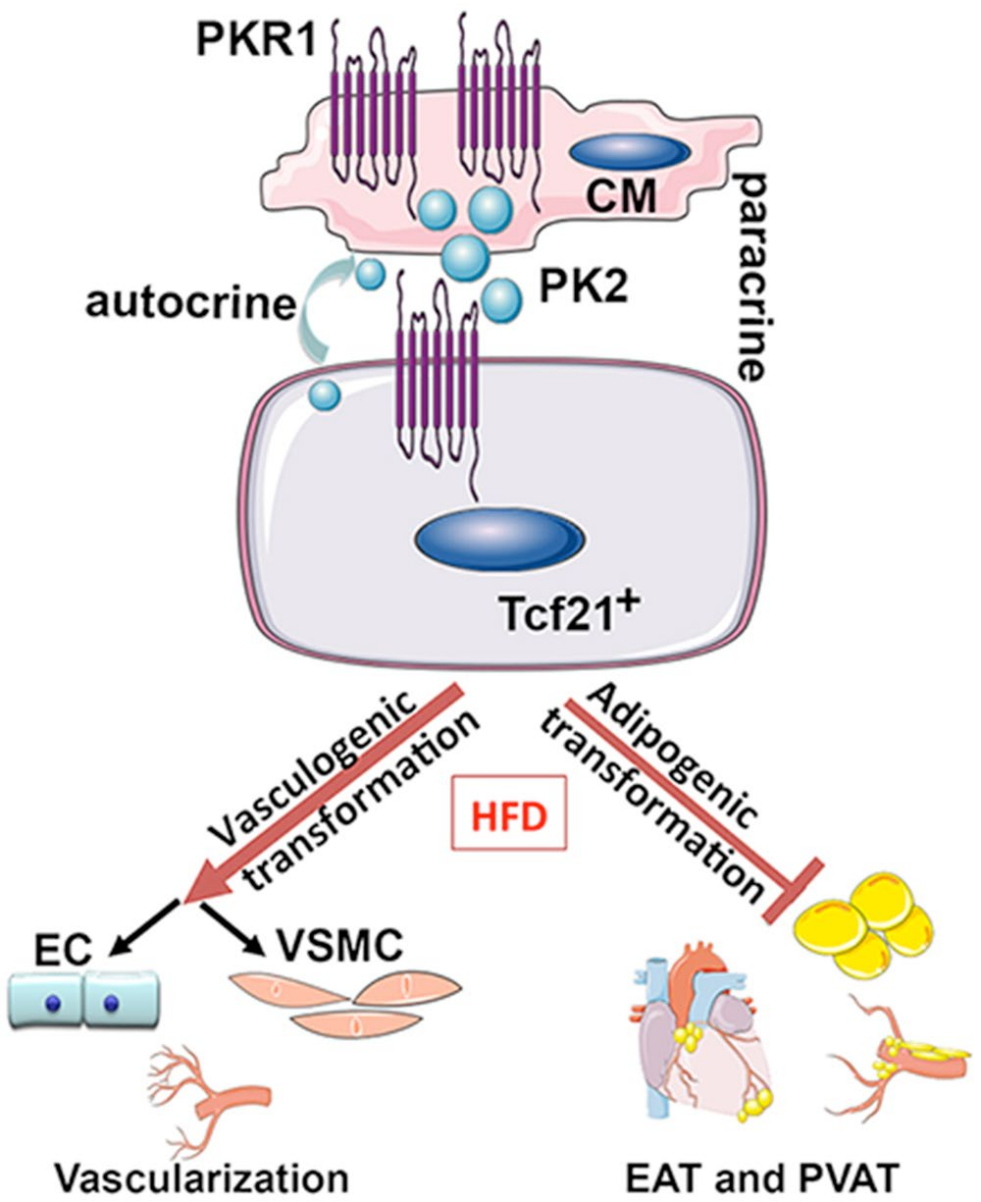
Prokineticin/PKR1 signaling drives tcf21^+^ cell fate. Schematic illustration showing that PKR1 signaling in tcf21^+^ CPFs suppresses fibroblast-adipocytes-transformation and promotes fibroblast-vasculogenic-transformation via autocrine and paracrine pathways through prokineticin-2 following consumption of a high-fat diet (HFD). The drawings were created using Servier Medical Art illustration resources (www.servier.com).

We showed that the prokineticin-2, as a secretome of myocardium is a potent suppressor of CFP-fat-transformation. The other cardiomyocyte secretome such as Atrial Natriuretic peptide has been shown to promote adipogenesis in epicardium^5^. Signals from cardiomyocytes can regulate EMT and the subsequent differentiation of EPDCs^13^. Paracrine factors produced by cardiomyocytes, such as folistatin-like 3 (fls-3), have been shown to contribute to the adhesion and proliferation of CPFs as well as collagen production in CPFs^14^. Placental growth factor (PGF) secreted from cardiomyocytes affects non-cardiomyocytes (mainly cardiac fibroblasts) and promotes cardiac adaptive responses after pressure overload^15^.

Here, we identified a novel cardiomyocyte secretome, prokineticin-2, controlled by PKR1 signaling controls the adipogenic conversion of CF-like non-cardiomyocytes in adult hearts. Low PPARγ signaling in the CF-like cells of TG-PKR1 mice leads to the lack of EAT development under HFD exposure, as previously observed in the PPARγ-knockout mice^16^. PPARγ is the principal inducer of adipogenesis and a marker of mature adipocytes^17^. This function is consistent with the adipogenic suppressor activity of prokineticin-2/PKR1 signaling in pre-adipocytes and mesenchymal stem cells^7^. Prokineticin-2 binds to PKR1 in CPFs and suppresses transcriptional adipogenic factors *C/EBPα*, *PPARγ and UCP-1*, and promotes to the trans differentiation of CPFs into vasculogenic cell types.

Previously, Wt1^+^ cells^18^ and Tbx18^+^ cells^19^ have been shown to promote the development of EAT in adult hearts after myocardial infarction. Insulin-like growth factor 1 receptor (IGF1R) activation activates EAT development, and IGF1R inhibition reduces Wt1^+^ cell differentiation into adipocytes after myocardial infarction^20^. Here, we showed that tcf21^+^ CFPs originating from epicardium contribute to adipogenesis in adult heart under HFD exposure, since the recombinase being induced at the adult stage and labeled by the tomato in PPARγ^+^ adipocytes in our experiments. The observation of tcf21^+^ cells in both subepicardial and perivascular adipose tissue suggests that both fat depots have a common cellular origin. Tcf21 positive EAT can migrate and participate in the formation of pericardial adipose tissue, as 5–13% of pericardial adipose tissue was labeled with tcf21^TM^cre. However, we cannot fully exclude the possibility that the tcf21positive cells lining the chest cavity can differentiate into adipocytes and infiltrate the pericardial fat tissue. EAT, PVAT and, to a lesser extent, pericardial adipose tissue are novel types of adipose tissues that are mainly derived from tcf21 positive CPFs and play an important role in the pathogenesis of cardiovascular diseases. However, the mechanisms regulating cardiac adipose tissue expansion might be distinct; for instance, high calorie consumption is required in the tcf21^+^ cells lacking PKR1 signaling. Cardiac fat tissue expansion could be caused by nutrient excess in which epicardium and pericardium becomes inflated with lipids resulting from the subcutanious adipose tissue. This possibility is discarded by our observation that PKR1^−/−^ mice, with intermittent HFD exposure indeed developed EAT and PVAT at the expense of significant subcutenous AT formation. However, PKR1 intake mice in the context of HFD developed fat accumulation in the atrial ventricular groove and subepicardium. Massive adipose infiltration of the posterior wall of left atria has been described in sheep with moderate obesity (57). Despite the number of tcf21^+^ cells were not altered by lack of PKR1 signaling in tcf21^+^ CPFs, and by a HFD exposure alone, the adipocyte conversion of tcf21^+^ CPFs was higher than vascular cell differentiation in the HFD fed PKR1^−/−^ hearts.

Wt1^+^ and Tbx18^+^ epicardial cells are also sources of CPFs, undifferentiated subepicardial mesenchymal cells, coronary endothelium and coronary VSMCs^21^. Previously, angiogenic factors, such as vascular endothelial growth factor A (VEGFA)^22^ and thymosin B4 (TB4)^23^, have been shown to induce the differentiation of Wt1^+^ cells into endothelial and/or vascular smooth muscle cells and fibroblasts. Notably, previous studies have shown that PKR1 is necessary for the proliferation of the Wt1^+^ lineage and for their subsequent differentiation into endothelial cells and vascular smooth muscle cells during heart development^24^. Consistent with these findings, we showed that the activation or overexpression of PKR1 cell autonomously increases the differentiation of adult tcf21^+^ CPFs into endothelial cells and vascular smooth muscle cells by regulating the expression of vascular-specific genes (*PECAM-1*, *Flk-1*, *calponin and SM-MHC*). Indeed, the tcf21^+^ cells may also represent precursor of vasculogenic cells and adipocytes, since tcf21 is expressed not only in fibroblast progenitors, but also in various vasculogenic and adipocyte precursors detected by both tcf21 and cell specific markers, in tcf21cre mice hearts under HFD exposure as well as TGPKR1 mice hearts^9^. Thus, the isolated tcf21-positive cells may represent a mixed pool of cells, including mesencymal progenitors and precursors with angiogenic potential, that upon prokineticin2/PKR-1 signaling could differentiate into several different cell types. This phenomenon has been shown for MSCs. Although the MSC lines lacked endothelial potential, endothelial cells were derived from mesenchymomagioblasts precursors^25^. Altogether, these data suggest that PKR1 promotes vasculogenic differentiation via the tcf21^+^ lineage in the adult heart. The mechanism in which PKR1 signaling regulates adipogenic and vasculogenic differentiation of CPF progenitor/precursors is currently under investigation in our laboratory.

What are the mechanisms behind the cardiac fat deposition and coronary vascularization defects that lead to cardiac dysfunction? It has been found that the cardiac fat deposition varies among patients and could depend on clinical conditions such as aging, left ventricular dysfunction, or atrial fibrillation^26^. This variation is in agreement with the current idea that adipose depots are a common component of the myocardium that could regulate the metabolic or oxidative status of neighboring myocardium. Hence, the imbalance between adipogenic and vasculogenic transformation under the HFD exposure could become deleterious for cardiomyocytes, leading to cardiac dysfunction as observed in PKR1^*tcf*−*/*−^ hearts.

The anti-contractile effect of high-calorie intake was abrogated by the development of excessive fat tissue and an ischemic environment due to the loss of capillary and vessel networks in PKR1^*tcf*−*/*−^ hearts. These changes are subject to the maladaptive adipocyte biology of obesity^27^. Disruption of the balance between adipogenic and vasculogenic differentiation pathways in tcf21^+^ CPFs is a possible mechanism underlying PKR1 deficiency-mediated cardiac dysfunction. However, although PKR1^*tcf*−*/*−^ mice exhibited a slight decrease in vascularization, they exhibit detectable cardiac dysfunction, indicating that impaired vascularization itself is not sufficient to promote cardiac dysfunction in 12-week-old mice. Likewise, tcf21cre^TM^ control mice fed an HFD did not show any significant alterations in cardiac function, indicating that cardiac fat accumulation alone cannot impair cardiac function in our mouse models. Altogether, these data clearly showed that impaired ventricular function in PKR1^*tcf*−*/*−^ mice is due to an increase in epicardial and perivascular adipose tissue and insufficient vascular perfusion following HFD exposure.

In summary, we show that tcf21^+^ CF-to-fat transition contributes to EAT, PVAT development under HFD consummation. Tcf21^+^ CF-to-vasculogenic transition is important to maintain adequate perfusion of heart. We provide evidence that the switch between CFP-to-fat transition and CFP-to–vasculogenic transition is controlled by prokineticin-2 secreted by the myocardium as well. Previous studies have shown that prokineticin-2 or PKR1 levels are altered in human patients with abdominal aortic rupture^28^ during end‐stage cardiac failure^29^ and in adipose tissues from obese human patients^7^. Prokineticin-2 reduces food intake and body weight in a mouse model of human obesity^30,31^, PKR1 agonist improves heart function after MI^32^, and PKR1 signaling redirects Wt1^+^ epicardial cells fate. Thus, the targeting of PKR1 represents a novel approach to treat treating ischemic heart diseases and obesity.

## Methods

The methods were carried out in accordance with the approved guidelines. All animal work experiments were was performed under using protocols approved by the Direction des Services Vétérinaires du Bas-Rhin, France (Authorization N° B67-274) and the French (APAFIS#4708) and European regulation-approved protocols from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes (EU0064).

### Generation of genetically manipulated mice

Generation of TG-PKR1^33^ and PKR1^fl/fl^ ^34^ mice has been previously described. *Tcf21* ^*iCre/*+^ mice^35^ were kindly provided by Eric N. Olson (University of Texas Southwestern Medical Center, Dallas, TX, USA). The *R26R* ^*Tomato ™*^ reporter mouse strain (Jackson laboratory) was used in the present study. PKR1^fl/fl^ mice were bred with *tcf21* ^*iCre/*+*TM*^ mice to create PKR1^*tcf*−*/*−^ mice. Mice were maintained on a C57BL6/J background, and data for each experiment were deduced collected from a minimum of three nulls null mice and three littermate controls. Tamoxifen (TMX) was dissolved in ethanol and then emulsified it in sesame oil with by sonication. A 200- μl volume of freshly emulsified TMX (0.12 mg/g body weight) was administered to adult *tcf21* ^*iCre/*+*Tomato*^ mice once per weekly for 3 weeks to induce CreERT2-mediated recombination. After the induction of *Cre* recombinant induction with TMX, the mice were fed a high-fat diet (HFD, 60% fat, Scientific Animal Food & Engineering, SAFE, U8954P Version 0130) or a normal-fat diet (NFD, 4,5% fat, chow diet, SAFE) for 4 weeks. The primers used for genotyping and genotyping analyses are shown in Table 2. Mice (n = 6 per group) were euthanized by cervical dislocation, and tissues were collected.

**Table 2:** Primers used for real-time PCR and genotyping.

Gene name	Forward	Reverse
Tcf21iCre	GCTTCCGATATCCAGATCCAGAC	CAAACCCTAGCACAAATCACTCGC
PKR1fl/fl	GACTGGACATCTAGTGGTAGTCAGG	GGGTGTGAGGTGGGATTAAGTCAC
β actin	CATCTTGGCCTCACTGTCCA	GGGCCGGACTCATCGTACT
GAPDH	AACGACCCCTTCATTGAC	TCCACGACATACTCAGCAC
C/EBPβ	CAAGCTGAGCGACGAGTACA	CAGCTGCTCCACCTTCTTCT
Fabp4/aP2	ACA CCG AGA TTT CCT TCA AAC TG	CCA TCT AGG GTT ATG ATG CTC TTC A
Scd-1	TCTGGGAGAGTGCTGACAAAAA	CTGCTGAGGATCCCCAAATACT
Adiponectin	GCACTGGCAAGTTCTACTGCAA	GTAGGTGAAGAGAACGGCCTTGT
PPARγ	GTGCCAGTTTCGATCCGTAGA	GGCCAGCATCGTGTAGATGA
Perilipin	GGCCTGGACGACAAAACC	CAGGATGGGCTCCATGAC
Ucp-1	ACT GCC ACA CCT CCA GTC ATT	CTT TGC CTC ACT CAG GAT TGG
Tie-2	ATGTGGAAGTCGAGAGGCGAT	CGAATAGCCATCCACTATTGTCC
Flk-1	GCCCTGCTGTGGTCTCACTAC	CAAAGCATTGCCCATTCGAT
Pecam-1	GAGCCCAATCACGTTTCAGTTT	TCCTTCCTGCTTCTTGCTAGCT
SM-MHC	GGTCGTGGAGTTGGTGGAAA	CTGCCATGTCCTTCCACCTTAG
Calponin	AGGCCAACGACCTGTTTGAA	CACATTGACTTTGTTTCCTTTTGTCT
Fibronectin	ATGTGGACCCCTCCTGATAGT	GCCCAGTGATTTCAGCAAAGG
Col1a1	GCCAAGAAGACATCCCTGAAG	TGTGGCAGATACAGATCAAGC

### Gene expression profiling

RNA from a total of six animals (3xWTn = 3 wild-type (WT); n = 3 3xTG-PKR1) was hybridized to Agilent Mouse Gene Expression Microarrays. Fluorescence values corresponding to raw expression data were extracted. The values for the positive- and negative negative-control probes were removed. 

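The deposited table of the authors holds log2 values for the same 6 hearts. Its rank correlation with the median spot signal of the same array was 0.991 to 1.00 across probes. Pearson correlations of these values with those normalized here were 0.997 to 1.00 across probes. The table shares 19647 probes with the 20000 brightest probes used here. In this table, SAM called 40 probes of 38 genes, all lower in TG-PKR1 hearts, and 35 of them were also called from the scanner values.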

Non-linear effects, such as background or saturation, were corrected by with the Locally-Weighted regression Scatterplot Smoother (LOWESS) method^36^ against a median profile of all samples^37^. The values of replicate probes were averaged, and the data matrix was filtered to 20,000 probes based on the highest median expression values. Clusters of co-expressed genes were identified using K-means clustering (k = 10) on log_2_-transformed and gene-median-centered data with un-centered correlation as a similarity metric in Gene Cluster 3.0 ^38^. Hierarchical clustering was performed using Gene Cluster 3.0, and heat maps were displayed using Java Treeview^39^. Gene Ontology^40^ enrichment analysis was performed using GoMiner^41^. Functional annotation was further analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.7 ^42^. Transcripts that were significantly associated with the PKR1 phenotype were identified using two-class unpaired Significance Analysis of Microarrays (SAM)^43^. The GEO data link is https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94603.

### Western Blot blot analyses

Western blots were performed using 30- µg of total proteins as previously described^44^. The proteins were separated under denaturing conditions by SDS-PAGE (10% gel) and transferred to a polyvinylidene difluoride (PVDF) membrane. The blots were incubated with a blocking solution and then incubated overnight with primary antibodies against peroxisome proliferator-activated receptor gamma (PPARγ, Cell Signaling Technology) at 4 °C with gentle shaking with primary antibodies to PPARγ (cell Signaling Technology). The membrane was washed and then incubated with a horseradish peroxidase-conjugated anti-goat secondary antibody for 1 h at room temperature with gentle shaking. The protein bands were visualized after a 5-min incubation using by enzyme-linked chemiluminescence (GE HealthCare, Piscataway, NJ, USA). The signals were quantified by scanning laser densitometry and normalized to total amounts of the corresponding reference protein expression levels.

### Isolation and culture of the cells

Mice (n = 6, per group) were euthanized by cervical dislocation, and tissues were collected for the isolation of the cardiac cells. To isolate Tomato^+^ cells, tcf21-Cre^TM^ or *PKR1* ^*tcf*−*/*−^ hearts (n = 6) were dissociated to single cells by digestion with 0.1% collagenase IV (Sigma-Aldrich) and 0.05% trypsin (Invitrogen) in Hank’s balanced salt solution (HBSS, (Sigma-Aldrich). Tomato^+^ cells were isolated from tcf21-Cre^TM^ or *PKR1* ^*tcf*−*/*−^ hearts by FACS sorting as previously described^45,46^. The tcf21^+^ cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM), with and without an adipogenic induction cocktails (AIC), containing 1 μM dexamethasone (Sigma), 500 nM 3-isobutyl-1-methylxanthine (IBMX, Sigma) and 10 μg/mL insulin (Sigma) for 7 days at 37 °C under 5% CO_2_^7^. Tcf21^+^ cells were fixed, followed by immunostaining for platelet endothelial cell adhesion molecule 1 (PECAM)-1 and α-SMA or Oil Red O staining were performed. Epicardial explants and culture from TG-PKR1 or WT mice (12w, n = 6) were isolated and cultured as previously described^9^. Cardiomyocytes from 4-week-old mice (n = 6) were isolated by the Percoll gradient technique as previously described^29^. The cardiomyocytes were infected by PKR1 for 48 h, and then the conditioned medium (MM) was collected and concentrated 10-fold using 10-kDa molecular weight (MW) cut-off filter units (Millipore)^47^. Tcf21^+^ cells were then grown in the MM or MM supplemented with AIC with or without prokineticin-2-neutralizing antibody (Bv8, Abcam, 5 ng/ml)^48^. All values are representative of at least three independent experiments.

### Immunostaining

For immunofluorescence assays, frozen tissue sections were fixed, blocked and incubated with primary antibodies against PECAM-1, alpha-smooth muscle actin (α-SMA) and calponin (Sigma); PKR1 (IGBMC, Illkirch); PPARγ and perilipin-A (Cell Signaling Technology); Tomato and Flk-1 (Abcam). Bound antibodies were detected by incubating with fluorescein-, Alexa 555-, Alexa 488- or Alexa 594-conjugated (Millipore) secondary antibodies. Data were analyzed using a Leica fluorescence microscope^49^. Quantification was performed with ImageJ software by counting 20 fields per tissue section at 20x or 40x magnification for each group of mice (at least 3 mice/group) or for each group of cells treated under different conditions.

### Oil Red O staining and lipid isolation

CF-like cells and tcf21^+^ cells were stained with 0.5% Oil Red O solution (Sigma), and visualized under an inverted microscope (Olympus)^7^. Lipid isolation was performed in heart tissue as previously described^7^.

### Tube formation

After treating tcf21^+^ cells for 7 days, the cells were seeded onto 24-well culture plates coated with Matrigel for 24 h (BD Biosciences, Bedford, MA) according to the manufacturer’s instructions. Tube formation was quantified per well as previously described^44^.

### RNA isolation and real-time PCR

Total RNA was prepared from cells or hearts using Tri-Reagent (MRC, Cincinnati, OH) according to the manufacturer’s instructions^9,33^. Total RNA (1 μg) was reverse transcribed with Super Script II Reverse Transcription Reagents (Invitrogen). The resultant cDNA was subjected to real-time quantitative PCR. The primers used for real-time PCR are shown in Table 2. Real-time quantitative PCR was carried out in an iCycler myiQ apparatus (Bio-Rad, Life Science Research, Hercules, CA) using SYBR green fluorescent dye (Bio-Rad). Relative quantification of mRNAs was determined using the ^ΔΔ−^CT method following normalization to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) mRNA and expressed as a fold-change compared to the control^7^.

### Adenovirus infection

Cells were infected with adenoviruses carrying PKR1 cDNA or control cDNA as previously described at a multiplicity of infection of 5^29^.

### Echocardiographic measurements

Mice (14 w) were continuously anesthetized by 1.5–2% isoflurane inhalant to maintain a light sedation level throughout the echocardiographic procedure. Systolic function in male mice (n = 6–8 for each group) was assessed by echocardiography in M-mode and two-dimensional measurements as previously described^9,29^.

### Data analysis and statistics

All experiments were conducted on at least three biological replicates with at least three technical replicates unless otherwise stated. All values are expressed as the mean ± SEM. Statistical analyses were performed using IBM SPSS software (version 20) using either an independent Student’s *t*-test or a multivariate analysis of variance (ANOVA) with Bonferroni *post hoc* analysis. Parameters measured over multiple time points were analyzed by repeated-measure ANOVA with time as a within-subject factor. Statistical significance was considered to be *P* < 0.05.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Prokineticin receptor-1-dependent paracrine and autocrine pathways control cardiac tcf21+ fibroblast progenitor cell transformation into adipocytes and vascular cells
**Source:** Sci Rep. 2017 Oct 16;7:12804. doi: 10.1038/s41598-017-13198-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **Supplementary Information**

## **Prokineticin receptor-1-dependent paracrine and autocrine pathways control cardiac tcf21<sup>+</sup> fibroblast progenitor cell transformation into adipocytes and vascular cells**

Rehana Qureshi<sup>1</sup>, Michel Kindo<sup>2</sup>, Himanshu Arora<sup>1</sup>, Mounia

Boulberdaa<sup>1</sup>, Marja Steenman<sup>3</sup>, Canan G. Nebigil<sup>1</sup>

<sup>2</sup> Hospital of University of Strasbourg, Cardiovascular surgery department,  
Strasbourg

## FIGURES

Pathway: PPAR signaling pathway

Pathway information generated by KEGG. ☒ Stop Blinking

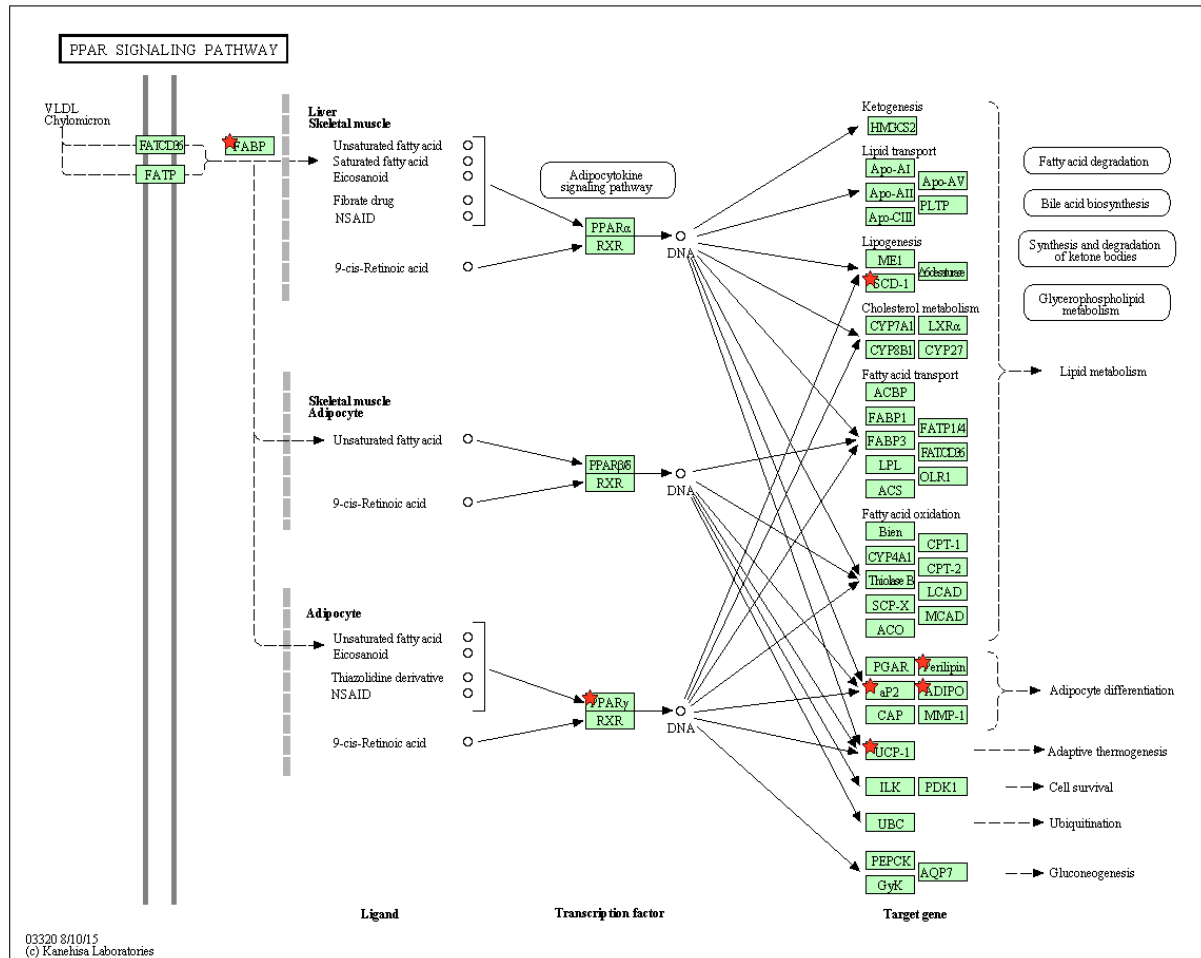

**Figure S1.** PPAR $\gamma$  signaling pathway analysis generated by KEGG mapping and KEGG pathway image was utilized with a permission of KEGG (<http://www.kegg.jp/kegg/kegg1.html>), (Kanehisa, M. and Goto, S.; KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res. 2000 : 28, 27-30). Red stars show the genes that were abolished in TG-PKR1 hearts.

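The drawing places the genes of PPAR signaling from ligand to target, and the arrays measure many of them. Of the hand-written pathway list, 52 genes had a probe among the 20000 brightest, and 31 of these had a lower mean in TG-PKR1 hearts. The log2 difference of TG-PKR1 minus WT hearts over the 52 genes had a median of -0.05 and a mean of -0.35. limma's camera, run on the 72 probes of these genes with a preset correlation between probes of 0.01, gave an adjusted p of 1.86e-08. The adjusted p was 0.399 with fry and 0.217 with a correlation estimated from the data. Per heart, the median of the list was below all WT hearts in 1 of 3 TG-PKR1 hearts (two-sided exact permutation p = 0.8). Without the 6 genes that the paper names, the median over 46 genes was -0.03.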

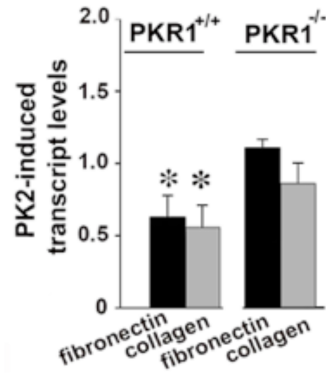

**Figure S2.** Effect of PKR1 signaling on the fate of *tcf21*<sup>+</sup> progenitors. Myofibroblast marker expression detected by qPCR in control (PKR1<sup>+/+</sup>) or PKR1 deficient *tcf21*<sup>+</sup> (PKR1<sup>-/-</sup>) progenitors upon prokineticin-2 (PK2, 10nM) treatment (\*p<0.05, n=5).

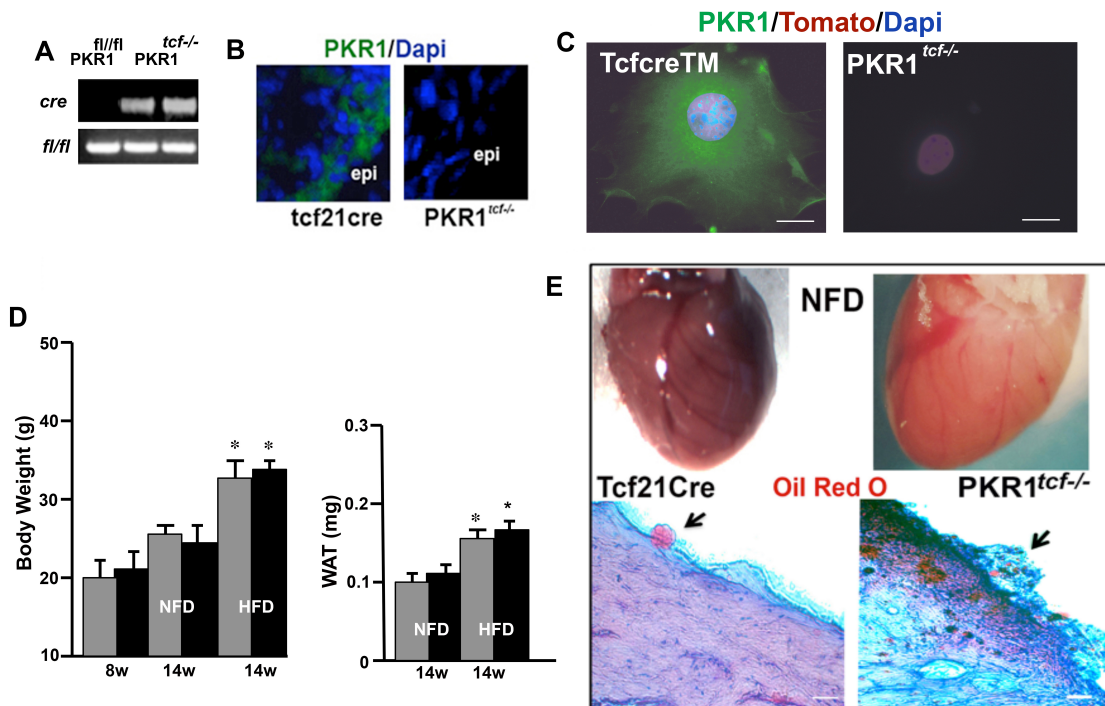

**Figure S3.** **A**) Genotyping of mice. Both Cre<sup>TM</sup> and PKR1 floxed (*fl/fl*) mice<sup>+</sup> lines shows PKR1<sup>tcf21<sup>-/-</sup></sup> genotypes. **B**) PKR1 immunostained hearts. PKR1<sup>tcf21<sup>-/-</sup></sup> did not have any PKR1 expression in their epicardial cells (n=6 mice per group). **C**) PKR1 expression in the tomato+ cells FACS isolated after TMX injected *tcf21cre*<sup>TM</sup> and PKR1<sup>tcf21<sup>-/-</sup></sup> hearts (n=30 cells), confirming no detectable PKR1 protein in mutant tomato+ cells. **D**) Verification of effect of HFD on body morphology. Left histogram shows body weight of 8 weeks old mice and body weights of these mice 4 weeks after NFD and HFD treatments. Right histogram shows WAT weight of two genotypes 4weeks after NFD and HFD exposure. (\*p<0.05 as compared to NFD fed mice, n=6 mice per group). **E**) NFD exposed hearts. Gross morphology of hearts and Oil-red-O stained heart sections derived from control and PKR1<sup>tcf21<sup>-/-</sup></sup> mice fed a NFD, n=6 mice per group.

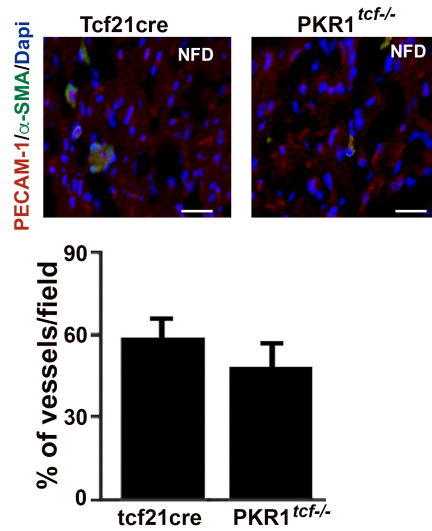

**Figure S4.** Vascularization of the Non fat diet (NFD) fed mice hearts. Representative of illustration shows PECAM-1 and  $\alpha$ -SMA co-stained heart samples derived from *tcf21cre* (control) and *PKR1<sup>tcf-/-</sup>* mice fed a NFD. Histogram shows cardiac vessel numbers are not significantly different between the genotypes ( $p > 0.05$ ,  $n = 5$ ).

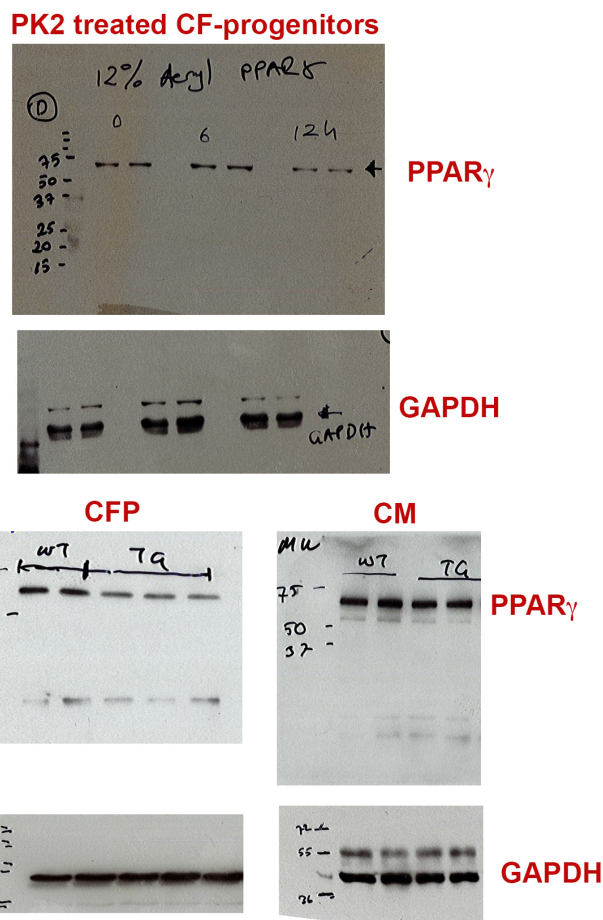

**Figure S5.** Original blots that were illustrated in Figure 1.

How the deposited data were processed for this re-analysis (not part of the article)

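Expression was measured in the hearts of 3 WT and 3 TG-PKR1 male mice, 12 weeks old, with 1 single-dye Agilent array per heart. The authors deposited scanner values per spot, as extracted by Agilent software, in units of fluorescence intensity and without normalization between arrays. They also deposited a table of log2 values, made by LOWESS normalization against a median profile, averaging of replicate probes and a filter on the highest medians. The columns used were the median and mean signal, the local background, the background-subtracted processed signal and the software's marks for controls, outliers, saturation and signal well above background. All 6 value columns of the deposited table were matched to a heart. The labels name the genotype, and the replicate letters were given in the order of the labels. Signal over background and the number of arrays limit the precision of every value.

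Main values were log2 median signals without background subtraction, since the paper's methods start from raw fluorescence and name no subtraction. Control spots and spots marked as outliers were left out. Each array was normalized by loess (span 0.3, 4 iterations) against the median profile of the 6 arrays. Spots of a probe were averaged, and the 20000 probes with the highest median were kept. Of these, 15334 were matched to a gene symbol by RefSeq accession and 2189 by name, in a RefSeq table of GRCm38.p6 used for names only, and 2477 kept the name in the files. Probe positions are those of mm8, as the files give them.

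TG-PKR1 hearts were compared with WT hearts by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8, and Benjamini-Hochberg adjustment over all probes tested, at a threshold of 0.05. Single genes and list medians per heart were also compared by two-sided exact permutation tests, whose smallest p is 0.1. SAM was written for these data as a two-class unpaired test over all 20 assignments, with s0 chosen by the smallest coefficient of variation. It was read at the smallest delta with an estimated false discovery rate of 0%. The paper names SAM and a false discovery rate, and its text does not name the software or delta. K-means clustering used 10 clusters, uncentered correlation and 50 random starts. The cluster reported was the one with the largest difference among those that parted the groups. Trees of the hearts used average linkage.

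Gene lists were written by hand from general knowledge, because the tables behind GoMiner and DAVID were not analysed here. The 18 lists were the 6 PPARγ signaling genes named by the paper, the PPAR signaling pathway, fatty acid and triglyceride synthesis, cholesterol synthesis, white and general adipocyte, brown adipocyte, mitochondrial fatty acid oxidation, cardiomyocyte, atrial, cardiac stress, endothelial, smooth muscle, cardiac fibroblast and epicardial, macrophage, thymus and T cell, lung epithelium, skeletal muscle, and erythroid. limma's camera with a preset correlation of 0.01 tested 17 of them, with fry and an estimated correlation as alternatives. In these tests each probe of a gene counted as a separate member. The preset correlation thus treats probes of the same gene as almost independent. Lung epithelium had too few probes among the 20000. Overlaps of lists with called genes were tested by one-sided Fisher's exact tests.

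Genes were named by a rule. They were Prokr1, Prok2, the 6 PPARγ signaling genes, the 10 probes with the largest differences past the threshold in each direction without overlap of the hearts, and, where none passed, the 5 with the smallest p. Other genes named in the paper are given only after the paper's text, and labels of Fig. 1B only as a tally.

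Alternatives changed 1 choice at a time. They were the processed signal scaled to the 75th percentile, normexp background correction (offset 50) with quantile normalization, the mean signal, quantile normalization or 75th percentile scaling in place of loess, outlier spots kept, and all probes. They were also the probes well above background on 3 or more arrays, the table of the authors, trend and robust settings of eBayes, SAM in place of limma, a threshold of 0.1, probes averaged per gene, another s0, 8 or 12 clusters, centered correlation and 10 other seeds. Complete linkage, Euclidean distance and leaving out each heart in turn completed them. Scan mode as a block, slide as a fixed block and a covariate for RNA integrity were added later.

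The procedure was tested on simulated data of 19955 probes, of which 200 were changed by 2 log2 units. limma called 195 probes, of which 184 were changed ones, a recovery of 92%. SAM called 136, of which 135 were changed ones, a recovery of 67.5%. In simulated data with no change, limma called 0 probes and SAM 1. The noise was drawn independently for each probe, so no pattern was shared between probes. The real hearts share such a pattern, the split that follows no genotype. The simulation therefore cannot give the rate of false calls in these hearts. The other experiments of the paper, such as qPCR, Western blots and cell cultures, were not analysed here.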

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

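The test on the spread of the hearts over the tree was chosen only after the result was seen.

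The cardiomyocyte list was higher in TG-PKR1 hearts, in genes that the paper does not discuss for these arrays. The median log2 difference was 0.13 over 12 genes, and 12 of 12 genes had a higher mean in TG-PKR1 hearts. Camera counted the 28 probes of these genes as separate members (adjusted p = 0.0140). Its preset correlation treats probes of the same gene as almost independent. With fry the adjusted p was 0.848, and with an estimated correlation 0.645. The median was 0.31, -0.12 and 0.15 in TG replicates A, B and C and 0.14, -0.03 and -0.21 in WT replicates A, B and C, relative to the WT mean of each gene. The hearts of the 2 groups overlapped (exact permutation p = 0.4). The median became -0.023 without TG replicate A, and the list was no longer past the camera threshold without WT replicate C, with a median of 0.03. It was 0.12 with scan mode as a block (camera adjusted p = 0.0166), and the adjusted p over its alternatives ranged from 4.93e-08 to 0.848. The 3 most abundant genes of the list, Mybpc3, Myl2 and Myl3, had WT signals of 17.55, 17.31 and 17.14 and differences of 0.05, 0.02 and 0.02. All 12 genes were well above background in both groups, and 0 of them were in another list or picked by the study.

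The order of the hearts in this list followed the tree over all 20000 probes. The 3 hearts on one side of that tree, WT replicate A and TG replicates A and C, held the 3 highest values of the list. A split of the hearts that 2 TG-PKR1 hearts and 1 WT heart share may therefore account for the higher list, and this cannot be told apart from an effect of the genotype with 3 hearts per group. The cause of that split stays open. A larger share of cardiomyocyte RNA in TG-PKR1 hearts, which overexpress PKR1 in these cells, also stays open and was not tested further.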

How the results depend on the processing

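Scan mode as a block was chosen after the scanner files were seen and before any result. Slide as a fixed block and the covariate for RNA integrity were chosen only after the results were seen. The other alternatives were set before the data were examined.

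For 14 results that answer a comparison, 285 values were computed under the alternatives, and 236 kept their direction, call or size. For single genes and lists, 43 of 495 values lost the threshold, 8 gained it, 9 were counted as changed in sign and 435 as kept. For lists, a change of sign was counted only where the adjusted p was under 0.05 in the main or the alternative setting. The 435 thus include list medians near 0 that changed sign. The smooth muscle median, 0.01 in the main setting, was below 0 in 10 of 19 alternatives, all counted as kept. The median log2 difference over the 6 PPARγ signaling genes stayed between -2.26 and -1.93 in 19 settings, all but slide as a fixed block. The 8 probes of these genes were lower in TG-PKR1 hearts in all 18 settings run for single probes. The number of probes higher in TG-PKR1 hearts was 0 in 21 settings, SAM in place of limma among them. At an unadjusted p under 0.05, 143 were higher by limma in the main setting. The 19 probes that limma called were lower in TG-PKR1 hearts under 9 alternatives of signal, normalization, filter and source of values, and with each heart left out. With a heart left out, a lower mean was fixed in advance for the 19 and the 8 probes, since their hearts did not overlap. The tree over all 20000 probes did not part the groups in any of 17 settings, and the tree over SAM probes did in all 17. With 10 other seeds, the cluster held 1064 to 1077 probes.

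The count of 19 probes lower in TG-PKR1 hearts changed by more than 1.5 times in 14 of 21 settings. It was 0 with 75th percentile scaling, with all probes other than controls, with probes well above background on 3 or more arrays, with the table of the authors, with scan mode as a block and with the covariate for RNA integrity. In each of these 6 settings, 0 of the 6 PPARγ signaling genes passed the threshold. In the first 4, the smallest limma adjusted p was 0.103, 0.198, 0.0567 and 0.0942, and 250, 577, 387 and 276 probes were lower at an unadjusted p under 0.05. SAM called 34, 13, 47 and 40 probes lower there. With scan mode as a block, the smallest limma adjusted p was 0.0885, with 3 residual degrees of freedom, and 300 probes were lower at an unadjusted p under 0.05. With the covariate, the smallest was 0.131, and 371 probes were lower at an unadjusted p under 0.05. SAM was not run with blocks or covariates. The count was 33 with quantile normalization, 31 with trend and robust settings of eBayes and 56 with SAM in place of limma. With each heart left out in turn it was 0 to 19, and 0 to 3 of the 6 genes passed the threshold. It was 0 without WT replicate A, WT replicate C, TG replicate A or TG replicate C, where 296, 276, 341 and 230 probes were lower at an unadjusted p under 0.05 in limma and SAM called 25, 33, 54 and 40. With all probes and with those well above background, 41174 and 23205 probes were tested. The largest unadjusted p of the 19 probes was 7.86e-04 and 1.13e-04 there, against 4.23e-05 in the main setting. Both the number of tests and this p thus rose, and their shares in the loss were not separated. With all probes, the number of tests alone may be enough for the loss. The cause was not tested in any of these settings.

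With slide as a fixed block, the median over the 6 genes was -1.40. By construction this is the difference between WT replicate B and TG replicate A, which share a slide, and it leaves no residual degrees of freedom.

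SAM called 13 to 56 probes lower and 0 to 3 higher with a heart left out in turn, and its count is lowest and its higher calls appear without TG replicate B.

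The cluster held 4545 probes with all probes other than controls, and 894 to 1795 with each heart left out. Its members changed as well. Of the 1070 probes, 416 recurred with the table of the authors, 432 with 75th percentile scaling and 469 with all probes. In the other settings of signal, normalization and filter, 609 to 1049 recurred. The share of the cluster's probes lower in TG-PKR1 hearts was 99.1% with all probes and 98.8% with the table of the authors. With a heart left out it was 94.3% to 100%. The tree over the cluster's probes no longer parted the groups with 75th percentile scaling (0 in place of 1), and it parted them in 4 of 6 settings with a heart left out (0 to 1), the exceptions being without WT replicate B and without WT replicate C. The cause was not tested.

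Of 6 lists lower by camera, 3 passed with fry and 3 with an estimated correlation. They were the 6 genes named by the paper, white and general adipocyte, and brown adipocyte. The 1 list higher by camera passed with neither, for a count of 0 with both tools. With 75th percentile scaling 4 lists were higher, the cardiomyocyte list and 3 more, cardiac stress, endothelial and mitochondrial fatty acid oxidation. With each heart left out, 5 to 10 lists were lower and 0 to 1 higher, and the 10 came without TG replicate A. The atrial list ranged from -0.18 to 0.12, the cardiomyocyte list from -0.023 to 0.24 and the mitochondrial fatty acid oxidation list from -0.056 to 0.20 with a heart left out. All 3 fell below 0 without TG replicate A. The erythroid list ranged from -0.48 to 0.43 and the macrophage list from -0.16 to 0.02. Both were past the camera threshold as lower without WT replicate C (adjusted p = 0.00187 and 0.0324) and without TG replicate A (adjusted p = 5.80e-04 and 0.00867). The cardiac fibroblast and epicardial list was past it without TG replicate C (-0.11, adjusted p = 0.0311). The smooth muscle list ranged from -0.18 to 0.16 and was past it in none of the 6. The cause was not tested.

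Signal over background limited Prokr1 and Prok2, which were well above background on 0 of 6 arrays. The sign of their differences changed with the processing. Prokr1 was 0.09 in the main setting and -0.46 with 75th percentile scaling. A Prok2 probe (A_51_P429252) was -0.02 and became 0.0031 with the mean signal, -0.66 with 75th percentile scaling and -0.52 with the processed signal. The other (A_52_P158476) was 0.03 and became -0.59 with 75th percentile scaling, -0.45 with the processed signal, -0.0094 with normexp and quantile normalization and -0.011 with quantile normalization. It was -0.0023 to 0.059 with each heart left out. The cause was not tested. The median difference of all probes tested lay between -0.02 and 0.03 in the settings of signal, normalization, filter and source of values.

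Slide as a random block was not run as a test, because only 1 pair of arrays shares a slide and the correlation could not be estimated for 19955 of 19955 probes. All arrays were scanned on 1 day, so scan date as a block was not run. Gene lists were not tested with slide or the covariate.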

Differences from the paper's values

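The tally of Fig. 1B labels by setting was chosen only after the result was seen. The number of probes and genes called by SAM was within 1.5 times the paper's in the main setting, so no value stated in the paper is listed here. 

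The paper counts Fabp4 among the genes lower in TG-PKR1 hearts, with a label in Fig. 1B. Its 3 probes were lower here, by -0.69, -0.72 and -0.77 on the log2 scale, but SAM called 0 of them on the scanner values. SAM called Fabp4 with the table of the authors, with normexp and quantile normalization, and with quantile normalization. It did not in the other settings run.

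Of the 43 labels of Fig. 1B that were matched to a probe, 8 were not called by SAM in the main setting. They were NAP015047-001, G6pdx, Aacs, Pfkfb3, Cd1d1, Phlda3, Fabp4 and Mrap, and all 8 were lower in TG-PKR1 hearts. All 8 were called with quantile normalization. With the table of the authors 4 of them were called, with normexp and quantile normalization 3, with outlier spots kept 3, with the mean signal 1, without WT replicate B 2 and without WT replicate C 1.

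The legend of Figure S1 states that the starred genes of PPARγ signaling were abolished in TG-PKR1 hearts. The 8 probes of the 6 named genes were well above background on 3 of 3 TG-PKR1 arrays, with mean log2 signals of 9.53 to 15.86.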

Other observations

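The tests on adipocyte lists without the named genes, on the fall of Ucp1 against Adipoq, on other splits for SAM calls, on single probes of other tissue and on the covariate for RNA integrity were chosen only after the results were seen.

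Other splits of the 6 hearts into 3 and 3 were tested for the results of models over many probes. Of 10 splits, the split by genotype included, 2 gave as many probes past the limma threshold in 1 direction as the 19 lower in TG-PKR1 hearts. As many probes were called by SAM in 2 of 10 splits, and 2 of 10 were parted by a cluster with as large a mean difference. At least 6 lists in 1 direction were past the threshold in 5 of 10 splits. These tallies count the split by genotype itself, so 1 other split gave as many for limma, SAM and the cluster, and 4 others for the lists. The splits alone cannot exclude chance for these results whatever they show, since the share is never under 0.1. For the 0 probes higher in TG-PKR1 hearts by limma, 10 of 10 splits give as many by construction, so the splits test nothing there. At an unadjusted p under 0.05, 143 probes were higher, and SAM called 0. The split by scan mode gave 0 probes by limma and by SAM, with 379 at an unadjusted p under 0.05.

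The other split with as many probes set WT replicate A and TG replicates A and C against WT replicates B and C and TG replicate B. It is also the split of the tree over all 20000 probes. limma called 1089 probes in 1 direction and 423 in the other, and SAM called 124. The split follows neither genotype, slide nor scan mode. A candidate explanation is RNA integrity, since label that starts at the 3' end reaches upstream probes less well in shortened RNA. For 6994 pairs of probes of 4299 genes, the signal of the upstream probe minus that of the downstream probe was compared between hearts. Its median was 0.02, 0.05 and 0.04 in WT replicate A and TG replicates A and C, and -0.02, -0.06 and -0.03 in WT replicates B and C and TG replicate B. The mean gap between the 2 sides was 0.0751. The gap was 0.0825 for probes under 1000 bases apart and 0.0739 for those farther apart, so it did not grow with distance, though distances on the genome include introns. It was 0.0186 where the upstream probe was the brighter one, and there the hearts were not parted. Among 2751 pairs within 1 log2 unit of brightness the gap was 0.0460 and the hearts were parted, which argues against brightness as the whole cause of the gap. Integrity and other causes of the split cannot be told apart, because the gap depended on which probe was brighter and did not grow with distance. With the covariate, 0 probes were past the limma threshold, where 371 were lower and 184 higher at an unadjusted p under 0.05, and the falls of Adipoq, Plin1 and Ucp1 were -2.04, -2.21 and -3.05. No biological explanation of the split was tested.

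The lower PPARγ signaling genes may reflect less fat tissue in the TG-PKR1 heart samples. The white and general adipocyte list had a median log2 difference of -0.74 over 15 genes (24 probes, camera adjusted p = 1.66e-44). That of the brown adipocyte list was -0.99 over 10 genes (11 probes, camera adjusted p = 6.29e-20). Both also passed with fry and with an estimated correlation. Of the 15 and 10 genes, 7 and 3 were named by the paper or labelled in Fig. 1B, 6 and 2 are in another list, and all were well above background in WT hearts. Among the most abundant were Fabp4 with a WT signal of 16.59 and Lpl with 16.36, Cidea with 15.08 and Ucp1 with 13.71. Lpl, with a difference of 0.02, did not fall. Without the genes named or labelled, the white and general adipocyte list was still lower, with a median of -0.47 over 8 genes, of which 7 had a lower mean (fry adjusted p = 0.0263). Of these 7, Plin4 (WT signal 14.14, difference -0.018, SE 0.19) and the 3 probes of Npr3 (-0.10, 0.07 and -0.0083) differed by less than their SE. The brown adipocyte list had a median of -0.27 over 7 genes, of which 6 had a lower mean (fry adjusted p = 0.0484), Ebf2 by less than its SE (-0.19, SE 0.22). In these, 3 and 2 of 3 TG-PKR1 hearts lay below all WT hearts (exact permutation p = 0.1 and 0.2). The medians of both lists were below 0 in all 19 alternatives run on the full lists. Ucp1 fell by more than Adipoq in 3 of 3 TG-PKR1 hearts relative to WT hearts, by a mean of -1.31 log2 units (SD 0.62, exact permutation p = 0.1). Loss of fat tissue of 1 fixed make-up would lower both alike. A change in the mix of fat tissues and signal of these genes from other cells were not tested. Less fat in the heart, a different dissection of fat and lower expression in the same number of fat cells all remain open, and the arrays hold no measure of the fat in a sample.

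Lower PPARγ activity in all cells of the heart was looked for in the mitochondrial fatty acid oxidation list. No value here shows that PPARγ controls these genes in the heart, so the list cannot decide the question. Its median difference was 0.0341, its mean was -0.01, and 7 of 17 genes fell (camera adjusted p = 0.766). The list moved both ways, and its median was below 0 in 3 of 19 alternatives. By camera it was past the threshold as lower without TG replicate A (-0.056, adjusted p = 0.0322) and as higher with 75th percentile scaling (0.21, adjusted p = 0.00783). Lower activity in all cells and in fat cells alone cannot be told apart from these values, since the genes moved both ways. The paper's Western blots bear on this more directly, though on protein level and not activity. They found equal PPARγ protein in cardiomyocytes of both groups and less of it in CFP-like cells of TG hearts. Other tissue dissected with some hearts was tested on the thymus and T cell and the skeletal muscle lists, of 4 genes each. The smaller of their camera adjusted p was 0.821, with medians of 0.02 and 0.06. Lung epithelium had 1 probe among the 20000 (Lamp3, a difference of -0.38) and was not tested as a list. Some probes of these lists, in or outside the 20000, were high in single hearts, and they were named after their values were seen. The signal of Sftpc was 10.77 in WT replicate A and at most 6.00 in the other hearts. That of Scgb1a1 was 8.92 in TG replicate B and at most 6.43 in the others, and a Dntt probe had 7.42 in TG replicate A and at most 6.58 in the others. Of the skeletal muscle list, a Myh1 probe had 7.65 and a Myh4 probe 6.59 in TG replicate B, and at most 6.07 and 5.89 in the others. Another Myh4 probe, the one among the 20000 and so in the list tested, had 15.38 to 16.54 over all 6 hearts. It was not high in single hearts, so it marks no trace of skeletal muscle in any of them. Traces of lung, thymus or skeletal muscle may thus be present in single hearts, those of lung in hearts of both groups. The median over the 6 PPARγ signaling genes was -1.93 without WT replicate A, -2.17 without TG replicate B and -2.14 without TG replicate A. Other fatty tissue taken with the heart cannot be told apart from fat of the heart, since no list separates them.

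The scan mode of the arrays does not account for the lower genes. With scan mode as a block, the median over the 6 PPARγ signaling genes was -2.12, against a spread between hearts of 0.240. For the 19 called probes, the ratio of the difference with the block to that without had a median of 1.00 (0.943 to 1.06). That 19 of 19 were lower within each scan mode tests nothing, because the WT and TG-PKR1 hearts did not overlap for these probes.

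The other lists gave these values by camera. Fatty acid and triglyceride synthesis had a median of -0.58 (adjusted p = 1.17e-33) and cholesterol synthesis of -0.20 (adjusted p = 0.00285), and neither passed with fry or an estimated correlation. The 6 genes named by the paper had an adjusted p of 1.15e-36 and passed with both. Cardiac fibroblast and epicardial was -0.10 (adjusted p = 0.187), erythroid -0.13 (0.307), macrophage -0.02 (0.453), cardiac stress 0.09 (0.693), endothelial 0.05 (0.810), atrial 0.01 (0.766) and smooth muscle 0.01 (0.988). The erythroid and macrophage lists were past the threshold as lower without WT replicate C and without TG replicate A, with medians of -0.38 and -0.16 and of -0.48 and -0.14. The cardiac fibroblast and epicardial list was past it without TG replicate C, with a median of -0.11, and the atrial list without TG replicate A, with a median of -0.18. For the atrial and smooth muscle lists the mean was -0.03 and -0.01, on the other side of 0 from the median. The thymus and T cell list had a median above 0 while its test leaned lower (adjusted p = 0.988).

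Prok2, the gene of the ligand, had 2 probes on chromosome 6 of mm8 with differences of -0.02 and 0.03, both well above background on 0 of 6 arrays. Of 14 other genes that the paper names for other experiments, 22 probes were among the 20000, and 0 passed the limma threshold. Their differences ranged from -1.04 to 0.44. At an unadjusted p under 0.05 there was 1, a probe of Cebpa with -1.04 (adjusted p = 1.00), while the other Cebpa probe had -0.45. Tcf21 had a difference of 0.14. SAM called 0 of these probes.

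Of the genes past the limma threshold, 2 carry no label in Fig. 1B. They were named after their values were seen. Cxcl13 fell by 1.46 and Vat1l (AI427515 in the files) fell by 1.43 on the log2 scale (adjusted p = 0.0339 for both), and SAM called both on the scanner values and neither on the table of the authors.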
